# Identification of a drought stress response module in tomato plants commonly induced by fungal endophytes that confer increased drought tolerance

**DOI:** 10.1007/s11103-024-01532-y

**Published:** 2024-12-17

**Authors:** Adrián González Ortega-Villaizán, Eoghan King, Manish K. Patel, Estefanía Rodríguez-Dobreva, Marcia González-Teuber, Patricio Ramos, Jesús Vicente-Carbajosa, Begoña Benito, Stephan Pollmann

**Keywords:** Drought stress, Endosymbiosis, Plant–microbe interactions, *Solanum lycopersicum*, Transcriptional regulation

## Abstract

Global climate change exacerbates abiotic stresses, as drought, heat, and salt stresses are anticipated to increase significantly in the coming years. Plants coexist with a diverse range of microorganisms. Multiple inter-organismic relationships are known to confer benefits to plants, including growth promotion and enhanced tolerance to abiotic stresses. In this study, we investigated the mutualistic interactions between three fungal endophytes originally isolated from distinct arid environments and an agronomically relevant crop, *Solanum lycopersicum*. We demonstrated a significant increase in shoot biomass under drought conditions in co-cultivation with *Penicillium chrysogenum* isolated from Antarctica, *Penicillium minioluteum* isolated from the Atacama Desert, Chile, and *Serendipita indica* isolated from the Thar Desert, India. To elucidate plant gene modules commonly induced by the different endophytes that could explain the observed drought tolerance effect in tomato, a comprehensive transcriptomics analysis was conducted. This analysis led to the identification of a shared gene module in the fungus-infected tomato plants. Within this module, gene network analysis enabled us to identify genes related to abscisic acid (ABA) signaling, ABA transport, auxin signaling, ion homeostasis, proline biosynthesis, and jasmonic acid signaling, providing insights into the molecular basis of drought tolerance commonly mediated by fungal endophytes. Our findings highlight a conserved response in the mutualistic interactions between endophytic fungi isolated from unrelated environments and tomato roots, resulting in improved shoot biomass production under drought stress.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11103-024-01532-y.

## Key message

Despite their genetic and evolutionary distance, two fungal endophytes from the Thar Desert in India, *Serendipita indica*, and Antarctica, *Penicillium chrysogenum*, trigger a common transcriptional response in tomato plants to confer increased drought tolerance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11103-024-01532-y.

## Introduction

Plants are continuously subjected to changes in their environment, including biotic stresses, such as pathogen infections or herbivores, and abiotic stresses, such as drought, heat, cold, flooding, salinity, metal toxicity, or nutrient deficiency, which impact crop productivity. The severity of these abiotic stresses is exacerbated by the current climate change scenario and is projected to increase significantly in the coming years (Kumar 2016). Water deficit is a major abiotic stress that severely affects crop yields (Barnabás et al. 2008). The climate change report of the Intergovernmental Panel on Climate Change (IPCC) indicates that heatwaves and droughts are anticipated to increase in frequency in the coming years (IPCC 2023). Plants coexist with a diverse array of microorganisms, both detrimental and beneficial. Since the initial definition of symbiotic interactions (de Bary 1879) and the subsequent refinement of the interpretation (Hertig et al. 1937), plant–microbe interactions have been recognized to confer numerous benefits for plant performance in terms of growth promotion and abiotic stress tolerance (Rodriguez et al. 2004). Plant endophytes are conventionally defined as microorganisms residing within plant tissues, both aboveground and belowground, capable of existing for the majority or the entirety of their life cycle inside the plant without causing harm (Stone et al. 2000). However, the concept of plant endophyte has been redefined more recently by Hardoim et al. (2015) as microbes that colonize and inhabit plant tissues regardless of the outcome of the interaction. In this study, *Penicillium chrysogenum*, *Penicillium minioluteum*, and *Serendipita indica*, three root colonizing fungal endophytes isolated from extremely arid environments, have been investigated. *Serendipita indica* (formerly known as *Piriformospora indica*) is an axenically root colonizing endophyte of the order Sebacinales, isolated from the Thar Desert in India, with a broad host range (Verma et al. 1998; Weiss et al. 2016; Mensah et al. 2020). The strain of *P. chrysogenum* utilized in this investigation was isolated in Antarctica from the roots of the vascular plant *Colobanthus quitensis* (Oses-Pedraza et al. 2020). This strain has been characterized as a root colonizing fungal endophyte capable of colonizing the roots of *Lactuca sativa* and *S. lycopersicum* (Molina-Montenegro et al. 2020). The *P. minioluteum* strain employed in this study originates from the Atacama Desert in Chile, where it was isolated from *Chenopodium quinoa* roots (González-Teuber et al. 2018). Numerous studies have previously investigated the effects of these fungal endophytes on plant performance. For instance, *S. indica* promotes plant performance and biomass production (Varma et al. 1999; Peškan-Berghöfer et al. 2004; Vadassery et al. 2009; De Rocchis et al. 2022; Pérez-Alonso et al. 2022), and enhances tolerance to biotic and abiotic stresses in its host plant (Jogawat et al. 2016; Sefloo et al. 2019; Tsai et al. 2020; Shukla et al. 2022). *Penicillium chrysogenum* has also been reported to promote plant growth and abiotic stress tolerance (Molina-Montenegro et al. 2020; Morsy et al. 2020; Morales-Quintana et al. 2022), while *P. minioluteum* enhances salt stress tolerance in soybean (Khan et al. 2011) and drought stress and salt stress tolerance in quinoa (González-Teuber et al. 2018, 2022). The ability of endophytes to promote growth or enhance stress tolerance of their host plants is hypothesized to be a consequence of either direct or indirect mechanisms (Santoyo et al. 2016). They can facilitate nutrient acquisition, produce secondary metabolites, or modulate the levels or signaling pathways of phytohormones (Waqar et al. 2024). Phytohormones are key drivers in plant stress responses. They are well-established small signaling molecules that rapidly change in their abundance in response to environmental changes and act at sub-micromolar concentrations (Davies 2010). The classical five phytohormone classes include auxins, gibberellins, abscisic acid (ABA), ethylene, and cytokinins (Gaspar et al. 1996). However, jasmonic acid (JA), brassinosteroids, and salicylic acid (SA) have subsequently been added to this classification (Bari and Jones 2009). ABA, JA, and SA are recognized as the primary stress phytohormones in plants, due to their roles in plant stress responses.

According to recent studies, *S. indica* enhances drought tolerance. It has been demonstrated that *S. indica* enhances water stress tolerance in rice by regulating stomatal behavior and reactive oxygen species (ROS) scavenging systems (Tsai et al. 2020). Stomatal aperture and associated physiological processes are largely controlled by ABA (Davies 2010). Furthermore, *S. indica* promotes proline accumulation in walnut roots in response to drought stress (Liu et al. 2021). It has also been observed that the *P5CS* gene related to proline biosynthesis is induced in tomato inoculated with *S. indica* under drought stress conditions (Azizi et al. 2021).

In this study, we investigated the drought tolerance phenotype of tomato plants inoculated with three genetically unrelated fungal endophytes from diverse extreme environments to address the question of the existence of shared response modules in plants commonly activated by beneficial root-colonizing fungal symbionts. To this end, a comprehensive transcriptomics analysis of tomato roots under drought conditions, inoculated with either *P. chrysogenum*, *P. minioluteum*, or *S. indica*, followed by a weighted gene co-expression network analysis (WGCNA) was performed. The experiments enabled us to identify a core drought response module in tomato that is induced by at least two fungi isolated from the Antarctic region and the Thar Desert in India. The module contains genes related to ABA, auxin, and ion homeostasis that are differentially expressed in the roots upon fungal infection.

## Materials and methods

### Plant material and growth conditions

In this study, *S. lycopersicum* cv. Moneymaker was employed. The tomato seeds underwent surface sterilization with 70% v/v ethanol for 2 min, 50% v/v sodium hypochlorite from a commercial bleach solution (4% w/v) for 15 min and were subsequently rinsed with sterile H_2_O five times. The sterilized seeds were then germinated on sterilized filter paper with autoclaved milliQ water in darkness at 22 °C for 4 days. Following germination, seedlings were individually transferred to pots containing a mixture of peat:vermiculite (3:1), where they were cultivated in the greenhouse at 24 °C with a photoperiod of 16 h. The endophytic fungi utilized in this investigation were as follows: *P. chrysogenum* (GenBank accession number KJ881371) isolated from *Colobanthus quitensis* in Antarctica (Oses-Pedraza et al. 2020), *P. minioluteum* (recently reclassified as *Talaromyces minioluteus*) (GenBank accession number HM771268.1) isolated from quinoa plants originating from the Atacama Desert, Chile (González-Teuber et al. 2018). These strains were provided by the laboratory of Dr. Patricio Ramos. Moreover, *S. indica* strain DSM 11827 was used. It was obtained from the German Collection of Microorganisms and Cell Cultures (DSMZ) in Braunschweig, Germany. The fungi were cultivated on Potato Dextrose Agar (PDA) medium at a constant temperature of 28 °C and sub-cultured weekly.

### Field capacity drought assay

To investigate differences in biomass production in inoculated plants, a field capacity (FC) drought experiment was conducted. 1100 g of dry mixtures of peat:vermiculite (3:1) were placed in 25 cm diameter pots. To determine 100% FC and 40% FC, the pots were saturated with water and drained for 2 days. The pots were then weighed, establishing 100% FC at 2379 g and 40% FC at 1683 g. After transferring 1 tomato seedling per pot with 100% FC, the seedlings were inoculated with 100 ml of spore-containing water twice with an interval of 2 weeks between the inoculations. The inoculation concentration for the different fungi was 5 × 10^5^ spores ml^−1^. After transferring the seedlings into soil, the 100% FC condition pots were readjusted to 100% FC every 2 days; whereas the 40% FC condition pots were not watered until they reached 40% FC. Following the second inoculation, the plants were cultivated for 6 weeks, with FC readjustment every 2 days.

After 6 weeks, stomatal conductance was measured in fully expanded mature leaves using a steady-state leaf porometer (SC-1, Decagon Devices, LabFerrer, Spain). Additionally, physiological parameters, including the height of the aerial part and its fresh weight (FW) were measured. To determine the dry weight (DW), the aerial plant parts were placed in a Venticell® type desiccator for 3 days at 90 °C and weighed again.

### Trypan blue staining and root fungal isolation experiments

To assess the root colonization capacity of the examined fungi, tomato seedlings were cultivated in square Petri dishes containing Plant Nutrition Medium (PNM) (Johnson et al. 2013), and the roots were inoculated with 20 µl of spore solution at a concentration of 2 × 10^5^ spores ml^−1^. After 7 days of growth under strictly controlled environmental conditions (16 h light, 8 h darkness, constant temperature of 22 °C, 100 to 105 µmol photons m^−2^ s^−1^ photosynthetically active radiation), 10 to 12 small root samples from control and infected plants were selected. After thorough washing of the root samples with deionized water, they were sectioned into 1 cm long pieces and incubated overnight in 10 N KOH. The explants were subsequently rinsed 5 times with sterile H_2_O, before incubation for 5 min in 0.1 N HCl. Subsequently, the samples were incubated in a 0.05% Trypan blue solution (w/v), before being partially decolorized with lactophenol for 10 min. Prior to mounting the specimens on glass slides and examining them by microscopy, they were washed once with 100% ethanol, 3 times with sterile H_2_O, and stored in 60% glycerol (v/v).

To re-isolate the endophytes from roots, the tissue was surface sterilized with 70% ethanol (v/v) for 1 min, followed by an incubation in sodium hypochlorite 2% (v/v) for 4 min and rinsing with sterile H_2_O. After washing the roots, they were immersed in 70% ethanol (v/v) for 30 s, washed 3 times with sterile H_2_O and dried on a piece of autoclaved Whatman paper. As a surface sterilization control, all roots were wiped over a PDA plate. Finally, the roots were sectioned into 0.5–1 cm pieces and placed on a PDA plate, followed by an incubation for 6 days in darkness at 28 °C.

### RNA isolation and gene expression analysis by RT-qPCR

For the RT-qPCR experiments, a total of 24 RNA extractions were conducted. For each water regime (100% FC and 40% FC), mock-treated, *P. chrysogenum*-, *P. minioluteum*-, and *S. indica*-infected roots were sampled in triplicate. For each sample, 300 mg of root tissue from tomato plants 6 weeks post-infection were harvested for total RNA extraction as previously described (Oñate-Sánchez and Vicente-Carbajosa 2008). First-strand synthesis was conducted utilizing M-MLV reverse transcriptase and oligo(dT)_15_ primer, in accordance with the manufacturer's instructions (Promega, Madison, WI, USA). 2 ng of cDNA were utilized as template in each RT-qPCR. cDNA amplification was performed employing the FastStart SYBR Green Master solution (Roche Diagnostics, Basel, Switzerland) and a Lightcycler 480 Real-Time PCR system (Roche Diagnostics, Basel, Switzerland), in accordance with the supplier's instructions. Relative transcript quantification was calculated utilizing the comparative 2^−ΔΔCT^ method (Livak and Schmittgen 2001). As the tomato reference gene, *UBIQUITIN3* (*UBI3*) was employed (Hoffman et al. 1991). Refer to Supplementary Table S1 for primer sequences.

### RNA-Seq analysis

In this study, a genome-wide expression analysis was conducted utilizing mRNA sequencing (RNA-Seq). Initially, total RNA was extracted from 6-week-old control and fungus-inoculated roots as previously described and quantified using a Nanodrop ND-1000® UV/Vis spectrophotometer (ThermoFisher, Waltham, MA, USA). RNA quality was subsequently assessed on a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA) by the Novogene Genomics Service (Cambridge, UK). The experiments were conducted in triplicate. Library construction and sequencing (150-nt paired-end reads) on Illumina NovaSeq™ 6000 platforms were also performed by the Novogene Genomics Service, which additionally provided basic data analysis employing their RNA-Seq pipeline. The reference genome for tomato was ensemblplants_solanum_lycopersicum_sl3_0_gca_000188115_3. Sequence reads underwent quality assessment using FastQC (v. 0.11.3) and were mapped against the reference genome with HISAT2.

The analysis of the RNA-Seq data was conducted using the R-Shiny application DIANE (Cassan et al. 2021). To identify differentially expressed genes (DEGs), a false discovery rate (FDR) < 0.05 and a log_2_ (fold change) ≥|1| were applied. To illustrate the commonalities and differences between the DEGs of the different datasets, Venn diagrams were generated using the Venn (http://bioinformatics.psb.ugent.be/webtools/Venn/) online tool.

### Weighted gene co-expression network analysis

Weighted gene co-expression network analysis (WGCNA) was conducted utilizing the WGCNA-Shiny application (https://github.com/ShawnWx2019/WGCNA-shinyApp?tab=readme-ov-file#wgcna-shinyapp) in R. Gene counts were normalized employing the Deseq2::vst method. Features with consistently low normalized counts (norm. count < 20 in more than 90% of the samples) were excluded. The secondary filtration method was based on mean expression, with the number of retained genes set at 5000. A signed hybrid network (power β = 14) was generated. A minimum module size of 30 and a module cut-tree height of 0.25 were selected. Eigengene-based connectivity (kME) and the corresponding p-value were calculated for the 5000 genes clustered in 7 modules. The gene ontology (GO) classifications for *S. lycopersicum* are currently limited compared to the model plant *Arabidopsis thaliana*. Consequently, ortholog genes in *A. thaliana* were identified and utilized using g:Orth from the g:Profiler online tool (Kolberg et al. 2023). For tomato genes with multiple associated Arabidopsis orthologs, the Arabidopsis protein exhibiting the highest sequence similarity to the tomato protein was selected using the blastp tool from the EnsemblPlants database (https://plants.ensembl.org/index.html). Subsequent GO enrichment analysis was performed using the AgriGO v2.0 online tool (Tian et al. 2017). To reduce redundant GO terms, the online tool ReviGO (Supek et al. 2011) was employed. The principal component analysis and dot plots were generated using the Shiny-PCA-Maker tool (https://github.com/LJI-Bioinformatics/Shiny-PCA-Maker) in R. The heatmap for representing gene expression was constructed with TBtools (Chen et al. 2020). Functional relationships between differentially expressed genes (DEGs) were analyzed using stringApp v1.7 (Doncheva et al. 2019) in Cytoscape v3.10.1 (Shannon et al. 2003).

### Statistical analysis

The statistical analysis of the data was conducted using GraphPad Prism 8.0 software (GraphPad Software, Inc., La Jolla, CA, United States). Student's t-test was utilized to compare two means. Results were deemed statistically significant when the p-value was less than 0.05.

## Results

### The tested fungi enhance biomass production in tomato under drought conditions

The effects of fungal endophytes on plants under abiotic stress are extensively studied. *Serendipita indica* confers tolerance to drought in maize (Zhang et al. 2018), tomato (Azizi et al. 2021) and barley (Ghabooli et al. 2013). *Penicillium minioluteum* is reported to confer salt stress tolerance in soybeans (Khan et al. 2011), and *P. chrysogenum* confers drought and salt stress tolerance in tomato (Morsy et al. 2020).

In this study, the drought stress alleviating effects of these three different fungal endophytes on *S. lycopersicum* plants were investigated. Initially, the capacity of the fungal endophytes to infect the tomato seedlings was assessed to ensure a comparable test system. Through re-isolation experiments and trypan blue staining, it was confirmed that *S. indica*, *P. chrysogenum*, and *P. minioluteum* were capable of infecting the roots of *S. lycopersicum* seedlings (Supplementary Fig. S1).

Six weeks after the second infection and drought treatment, several physiological measurements were conducted. As illustrated in Fig. 1a, significant differences in plant height were observed in watered plants inoculated with the different fungal endophytes. Notably, the values obtained under drought conditions did not exhibit significant differences. Regarding biomass, after measuring the dry weight of the aerial parts, significant differences were observed between watered plants inoculated with *P. chrysogenum* and plants under drought conditions inoculated with *P. chrysogenum*, *P. minioluteum*, and *S. indica* (Fig. 1b).

**Fig. 1:**
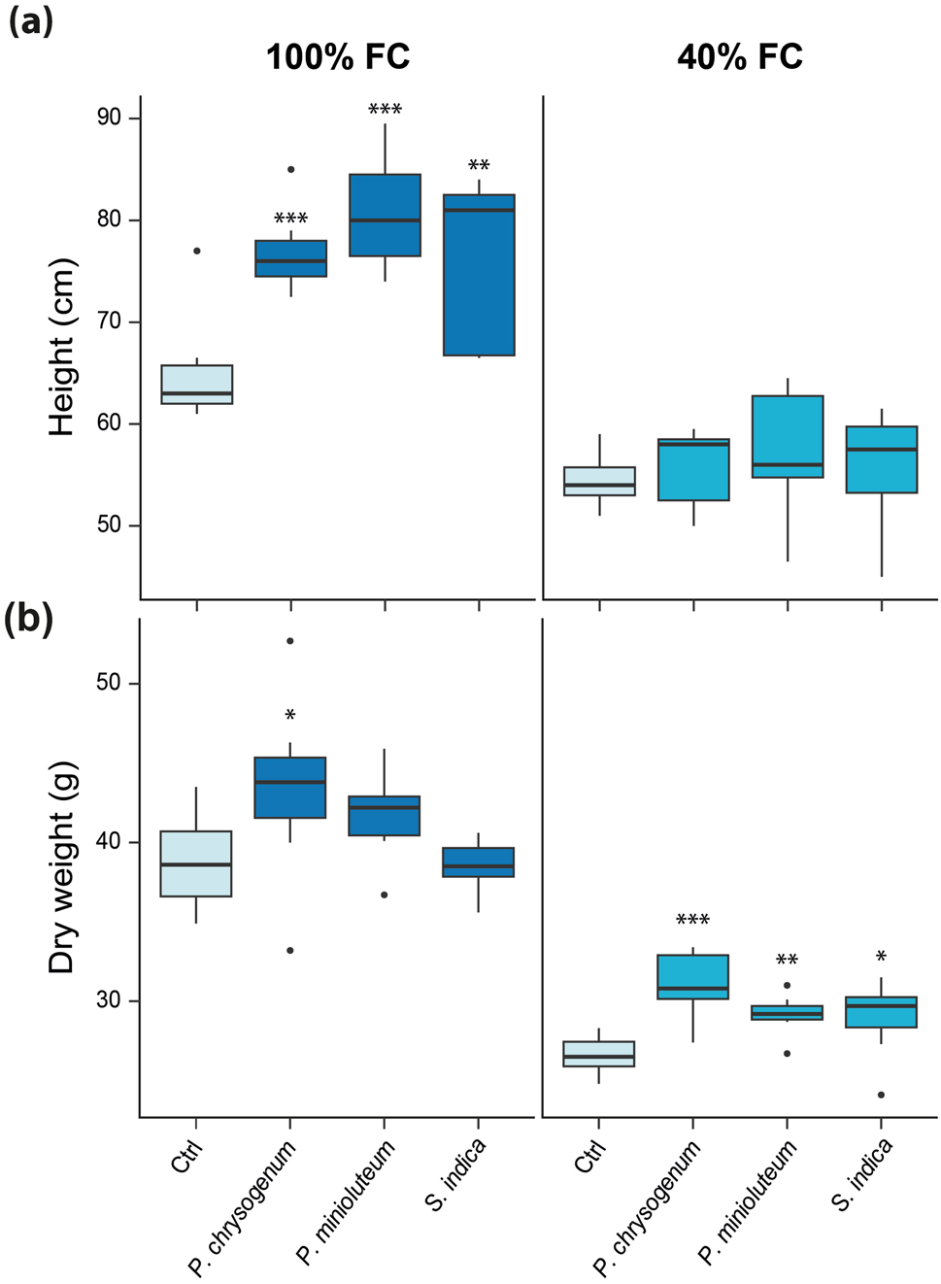
Physiological measurements of *S. lycopersicum* 6 weeks after mock (Ctrl) and fungus treatment. **a** Boxplots of plant height*.* **b** Boxplot of aboveground organs dry weight. The boxes show means of n = 7 independent measurements. Asterisks mark the genes with a significantly altered expression. Student’s *t*-test: *p ≤ 0.05, ** p ≤ 0.01, ***p ≤ 0.001

In addition to height and dry weight, stomatal conductance and fresh weight were also analyzed (Supplementary Fig. S2). Stomatal conductance was measured to verify the effects of the applied drought conditions. The applied stress conditions were confirmed, as the stomatal conductance under drought stress (40% FC) was significantly lower than under the control conditions (100% FC). Given the significant dry weight enhancement observed in the aerial parts of inoculated plants under drought conditions compared to control plants, we subsequently conducted an RNA-Seq analysis to elucidate the molecular mechanism(s) underlying the observed increased biomass in endophyte-inoculated plants. Considering the root endophytic lifestyle of the three fungi, root tissue from mock-treated and fungus-infected plants was harvested and analyzed 6 weeks post-infection.

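The sequenced material was root RNA of mock-treated plants (Ctrl) and of plants inoculated with P. chrysogenum (Pch), P. minioluteum (Pmin) or S. indica (Sind), kept at 100% FC or at 40% FC. Each of the 8 groups had 3 libraries. The inocula held 500000 spores per ml according to the paper and 200000 according to the sample labels. The labels give a growth time of 8 weeks, and the paper gives a second inoculation after 2 weeks and harvest 6 weeks later. According to the paper, reads were aligned with HISAT2 to the tomato genome of Ensembl Plants. The authors deposited one table of FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for 35972 identifiers in the 24 libraries. It held 33925 Solyc identifiers, 1167 ENSRNA identifiers and 880 others, and 8582 of all these were listed at 0 in every library. The table gives no gene names and no positions, and symbols were taken from Fig. 5a and Supplementary Table S3. Whole fragment counts were recovered from the spacing of the FPKM values for 100.0% of the values above 0. Between 15495388 and 24200775 fragments per library were counted on genes, with a median of 18685286. At 100% FC, the median was 22201637 for Ctrl, 16860671 for Pch, 20021019 for Pmin and 16245515 for Sind. At 40% FC, the median was 20819649 for Ctrl, 16683203 for Pch, 18089118 for Pmin and 23999822 for Sind. The deposited FPKM already included a scaling between libraries, which set their divisors at 0.957 to 1.07 times the fragments on genes. FPKM of at least 1 in at least 3 libraries was required, which left 20486 genes. Log2(FPKM + 0.5) of these genes was compared in one limma trend fit over all groups, with its two-sided moderated test and Benjamini-Hochberg (BH) adjustment. A gene was called a DEG at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. The joint inoculated group (F) is the mean of Pch, Pmin and Sind, with 9 libraries at each water regime. Across genes, Pearson's r between replicates of a group was 0.914 to 0.978, and genes are not independent replicates. Replicates differed by more than counting error, with a chi-square of at least 13.6 per degree of freedom.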

### Transcriptional response to drought stress and fungal infection

Comparison of the transcriptional response of non-inoculated control plants (Ctrl40 vs. Ctrl100) to drought stress with the joint responses of inoculated plants (F40 vs. F100) subjected to identical conditions revealed that the number of DEGs in inoculated plants is substantially reduced compared to non-inoculated plants, suggesting a potential stress-mitigating effect of the fungi. As demonstrated in Fig. 2a, a total of 4250 DEGs were identified for the control plants, whereas only 1099 DEGs were observed in plants co-cultivated with the fungi. 

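In non-inoculated roots (Ctrl40 vs. Ctrl100, 3 libraries against 3), 1761 genes were upregulated and 1935 downregulated, a total of 3696 DEGs. In inoculated roots (F40 vs. F100, 9 libraries against 9), 1970 genes were upregulated and 2324 downregulated, a total of 4294 DEGs. With 3 libraries against 3, each inoculum was also compared with its own 100% FC group. This gave 4640 DEGs for Pch, 3349 for Pmin and 4429 for Sind. DEGs shared by all 3 inocula in the same direction numbered 2028. Of the DEGs of non-inoculated roots, 3661 had a change of the same sign in inoculated roots, 3528 had an adjusted p under 0.05 there, and 2881 were DEGs in the same direction. Among upregulated genes of non-inoculated roots, Solyc03g111100.1 had a log2 fold change of 7.71 (standard error 0.72, adjusted p = 6.6e-07, limma with BH adjustment). Its FPKM was 516 ± 378 (SD, n = 3) at 40% FC and 1.63 ± 0.657 (SD, n = 3) at 100% FC. Among downregulated genes whose replicates did not overlap, Solyc07g008240.3 had the lowest log2 fold change, -6.45 (standard error 0.70), and Solyc01g073640.3 had -6.42 (standard error 0.94). The size of the drought response was compared by the slope of the log2 fold changes of inoculated roots on those of non-inoculated roots, fitted across genes by total least squares. The slope was 0.988 (jackknife standard error over libraries 0.155), so that it differed from 1 by less than this error. By least squares it was 0.885. Without a minimum fold change, the alternative that moved the counts most, non-inoculated roots had 7860 DEGs and inoculated roots 13238.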

Notably, upon applying a threshold of log_2_ (fold change) ≥|1|, the number of DEGs that exhibited a response to the fungal infection under control conditions (F100 vs. Ctrl100) and drought stress conditions (F40 vs. Ctrl40) was relatively low, with 150 and 401 upregulated and 523 and 291 downregulated genes, respectively. 

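At 100% FC, 13 genes were upregulated and 26 downregulated in inoculated roots compared to non-inoculated roots (F100 vs. Ctrl100, 9 libraries against 3), and 2983 genes had an unadjusted p under 0.05. Without replicate 1 or replicate 2 of Ctrl at 100% FC, 0 DEGs were left, and without its replicate 3 there were 94. Leaving out an inoculated library gave 5 (replicate 1 of Pch at 100% FC) to 92 DEGs (its replicate 3). Solyc07g009040.3 rose with a log2 fold change of 1.52 (standard error 0.31, adjusted p = 0.046, limma with BH adjustment), and Solyc01g095530.2 fell with -3.43 (standard error 0.67, adjusted p = 0.046). At 40% FC, 42 genes were upregulated and 23 downregulated (F40 vs. Ctrl40), and 3516 genes had an unadjusted p under 0.05. This number fell to 1 DEG without replicate 2 of Ctrl at 40% FC and rose to 186 without its replicate 1. Among genes whose libraries did not overlap, the largest rises at 40% FC were those of Solyc08g074890.3, with 3.39 (standard error 0.72, adjusted p = 0.022), and Solyc02g084315.1, with 2.84 (standard error 0.63, adjusted p = 0.027). The largest falls were those of Solyc10g075150.2, with -3.11 (standard error 0.28, adjusted p = 3.1e-05), and Solyc09g007650.2, with -2.25 (standard error 0.58, adjusted p = 0.048). In non-inoculated roots the FPKM of Solyc10g075150.2 was 5.48 ± 3.38 (SD, n = 3), against 0.136 ± 0.158 (SD, n = 9) in inoculated roots.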

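Against the same 3 libraries of Ctrl100, roots inoculated with Pch and kept at 40% FC had 2197 upregulated and 2956 downregulated genes, a total of 5153 DEGs. For Sind the numbers were 2047 and 2404, a total of 4451, and for Pmin 1416 and 2103, a total of 3519. Leaving out one library at a time gave 4576 to 5453 DEGs for Pch, 3888 to 4832 for Sind and 2723 to 3497 for Pmin. The comparisons share their control libraries, so the counts are not independent of each other.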

The comprehensive analysis of the effects of individual inocula on tomato plants under drought conditions compared to watered reference plants (Ctrl) demonstrated that plants inoculated with *P. chrysogenum* exhibited the highest number of DEGs (5751), followed by plants inoculated with *S. indica* (5017), and *P. minioluteum* (4158). A principal component analysis (PCA) conducted on the normalized read counts (FPKM) of the whole RNA-Seq dataset clearly illustrated the major impact of drought stress. The datasets can be categorized into two groups along the first principal component that explains 37% of the variance, distinctly separating the watered from the drought stress samples (Fig. 2b).

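The PCA was computed on log2(FPKM + 0.5), with each of the 20486 tested genes centred and scaled. The first principal component held 39.2% of the variance (jackknife standard error 2.32), the second 14.7% and the third 9.6%. On the first component, the 12 libraries at 40% FC had scores from 39.2 to 136.5 (mean 84.3 ± 31.6, SD) and the 12 at 100% FC from -114.1 to -48.8 (mean -84.2 ± 17.9, SD). No score of one water regime fell within the range of the other (two-sided permutation test, p = 2e-05, the smallest that 100000 resamples can give). With genes centred and not scaled, the setting that moved it most, the first component held 58.8% of the variance.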

**Fig. 2:**
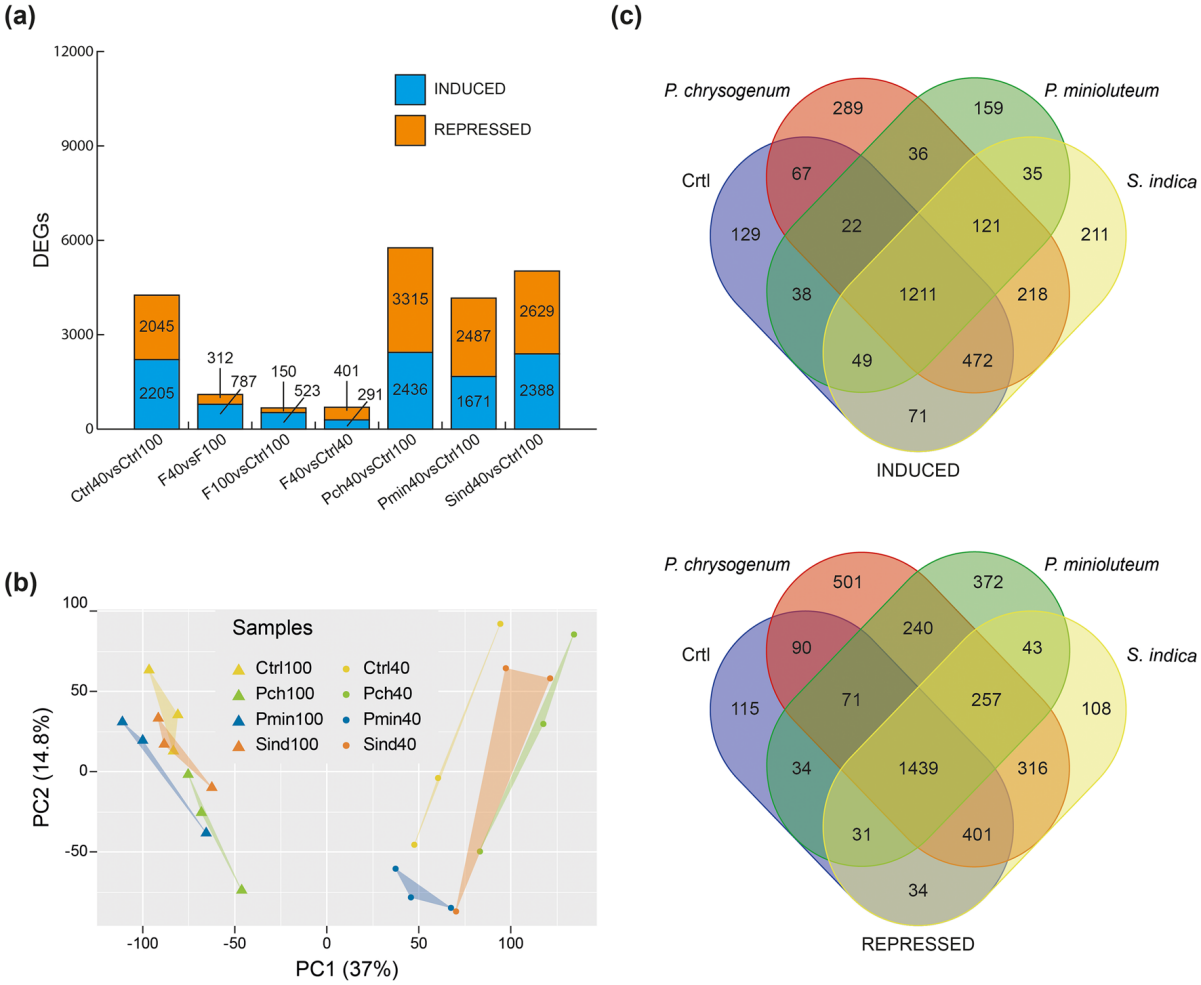
Analysis of the transcriptional alterations caused by fungal inoculations under watered and drought conditions. **a** Bar plots of DEG numbers under drought conditions (40, 40% FC) and watered control conditions (100, 100% FC) in mock treated tomato plants (Ctrl) or fungus inoculated plants (*F* joint fungi, *Pch P. chrysogenum*, *Pmin P. minioluteum*, *Sind S. indica*). **b** Principal component analysis (PCA) of transcriptome-wide normalized gene expression levels assessing the difference between plants inoculated with endophytes and non-inoculated (Ctrl) under drought (circles) and watered (triangles) conditions. The x-axis denotes the PC1; y-axis denotes values for PC2 (**c**) Venn diagrams showing the numbers of DEGs, induced (top panel) and repressed (bottom panel), respectively, of drought stressed and fungus inoculated tomato plants and mock treated control plants (Ctrl) under drought versus the non-inoculated watered condition (Ctrl 100% FC)

However, no significant difference was observed between inoculated (Pch, Pmin, and Sind) and non-inoculated samples (Ctrl). This observed lack of distinct separation among the groups may be attributed to the experimental design. 

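To test this separation, the distance between the mean profiles of inoculated and non-inoculated roots, with genes centred and scaled as for the PCA, was compared with its value in all other placements of the labels. At 40% FC, 28 of the 220 placements gave a distance as large (exact permutation test, one-sided, p = 0.1273). At 100% FC, 15 of 220 did (exact permutation test, p = 0.0682), and the smallest p this design allows is 0.0045. With genes centred and not scaled, the p at 100% FC was 0.0318, and over its alternatives without a library left out it lay between 0.0318 and 0.0682.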

In an effort to simulate agricultural field conditions, the tomato plants were cultivated in non-sterilized soil within a greenhouse environment with controlled temperature parameters. Nevertheless, this inherent variability, in conjunction with the 6-week interval between root inoculation and tissue collection, may potentially contribute to the observed sample variability. However, at least under drought stress conditions, the *P. chrysogenum* (Pch) and *S. indica* (Sind) samples appear to cluster together and separate from the control plant group.

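At 40% FC, the mean score on the first principal component was 115.2 ± 24.6 for Pch, 98.4 ± 23.5 for Sind, 69.4 ± 24.1 for Ctrl and 54.1 ± 17.7 for Pmin (SD, n = 3 libraries each). On the second component, the replicates of Ctrl spread from -43.0 to 95.5, those of Pch from -51.2 to 84.4 and those of Sind from -87.3 to 70.5. The distance of Pch and Sind combined (n = 6) from Ctrl (n = 3) was reached by 11 of 84 placements of the labels (exact permutation test, one-sided, p = 0.131). For 3 libraries against 3, the exact permutation p was 0.2 for Pch against Ctrl, 0.4 for Sind and 0.1 for Pmin, and 0.1 is the smallest that can be reached. Pch and Sind together were also compared with Pmin, where 5 of 84 placements gave a distance as large (exact permutation test, p = 0.0595).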

As illustrated in Fig. 2c, subsequent comparative analysis of the distinct DEG groups under drought conditions revealed the presence of a substantial cohort of DEGs (2650) shared across all inoculated conditions and the non-inoculated condition, comprising 1211 upregulated and 1439 downregulated genes, respectively. This substantial number of shared DEGs indicates a common response to drought conditions in both non-inoculated and inoculated plants. This observation suggests that co-cultivation with the investigated fungi may enhance the molecular mechanism(s) typically activated in response to drought stress. In addition, the analysis highlighted certain DEG groups exclusively shared by fungus-infected plants, which supports the hypothesis of specific responses to fungal infection. 

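Genes called in all of Ctrl40, Pch40, Pmin40 and Sind40 against Ctrl100, in the same direction, numbered 985 upregulated and 1286 downregulated, a total of 2271. In 20 simulated sets of unchanged groups against one shared control group, the highest number of shared genes was 0 upregulated and 1 downregulated, but these sets had few DEGs to share (median 0 in the comparison with the most). In 20 further sets, drought responses of the observed sizes were placed on genes at random, separately in each group. These sets shared 2 to 34 upregulated and 8 to 34 downregulated genes. Leaving out one of the 15 libraries gave 822 to 1014 upregulated and 1013 to 1300 downregulated genes. The setting that moved the numbers most was the absence of a minimum fold change, with 2339 and 2464 shared genes.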

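The 3 inoculated groups shared 83 upregulated and 243 downregulated DEGs that were not DEGs in Ctrl40 vs. Ctrl100. Of these 326 genes, 325 changed in the same direction in non-inoculated roots and 135 had an adjusted p under 0.05 there (limma with BH adjustment). When inoculated and non-inoculated roots at 40% FC were compared directly, 11 of the 326 genes were DEGs and 159 had an unadjusted p under 0.05. Genes chosen in this way differ between the groups by the choice itself. In 20 simulated sets with one common drought response in all 4 groups, 17 to 860 genes were called in the 3 inoculated groups and not in Ctrl (median 174.5), and 4 of the sets had at least 326. In the direct comparison, 0 to 257 of them were DEGs (median 0, at least 11 in 1 of the 20 sets) and 0 to 659 had an unadjusted p under 0.05 (median 38, at least 159 in 2 of the 20 sets). A further 521 genes were called for Pch and Sind only, 790 for Pch only, 269 for Sind only, 460 for Pmin only and 196 for Ctrl only.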

Regarding the DEGs shared under all test conditions, it is important to consider that the expression levels of these DEGs may vary significantly between inoculated and non-inoculated conditions. To address this possibility, we conducted an analysis of potential gene expression correlations under drought conditions with the aim of elucidating the mechanisms by which fungal endophytes may enhance drought tolerance in tomato plants.

### Co-expression modules in tomato roots associated with drought and fungus infection

A weighted gene co-expression network analysis (WGCNA) was conducted to examine gene expression patterns under varying conditions, including the presence or absence of endophytes, and under watered or drought conditions.

The WGCNA module trait heatmap, depicted in Fig. 3, demonstrates the identification of seven modules, each denoted by a distinct color. 

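For the co-expression network, the 5000 genes with the highest mean log2(FPKM + 0.5) over all libraries were joined in a signed hybrid network with a power of 14. Genes were grouped by average linkage of the topological overlap, with at least 30 genes per module. The dynamic tree method of WGCNA was not used here. The tree was instead split at the height, 0.895, that gave the most clusters, and clusters whose eigengenes correlated above 0.75 were merged. This gave 4 modules of 970, 874, 542 and 111 genes, and 2503 genes were in no module. Over the 24 libraries, Pearson's r of the module eigengenes with the water regime (40% FC) was -0.924, 0.953, -0.755 and 0.742 in the same order. An eigengene that followed the water regime alone would correlate with each 40% FC group at r = 0.378.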

Correlations between modules and conditions with a p-value < 0.05 were deemed statistically significant. The green module exhibited the most significant positive correlation with *P. chrysogenum* (r = 0.44, p = 0.032) and *S. indica* (r = 0.54, p = 0.0065), while the turquoise module displayed a positive correlation with *P. chrysogenum* (r = 0.49, p = 0.015) and *S. indica* (r = 0.42, p = 0.043), and the yellow module with *P. minioluteum* (r = 0.51, p = 0.01). In contrast, negative correlations were observed in the blue module with *P. chrysogenum* (r =  − 0.43, p = 0.036), and the grey module with *P. chrysogenum* (r = 0.58, p = 0.003).

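Each of the 4 module eigengenes was tested against each of the 4 groups at 40% FC over the 24 libraries, a family of 16 tests with BH adjustment. The eigengene of the module of 111 genes correlated with Pch at r = 0.537 (exact permutation p = 0.0049, adjusted p = 0.0395; rho = 0.519, exact permutation p = 0.0069). With Sind its r was 0.472 (exact permutation p = 0.0168, adjusted p = 0.0538; rho = 0.464, exact permutation p = 0.0227). The module of 874 genes correlated with Pch at r = 0.475 (exact permutation adjusted p = 0.0395; rho = 0.482). The module of 542 genes had an r of -0.482 with Pch and -0.443 with Sind (exact permutation adjusted p = 0.0538 and 0.0725). The libraries fall into separate clusters by water regime, so r was also computed among the 12 libraries at 40% FC. There, the module of 111 genes had an r of 0.566 with Pch (exact permutation p = 0.0545) and -0.734 with Ctrl (exact permutation p = 0.0091). After adjustment over the 16 tests, the lowest p among the 12 libraries was 0.1455.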

**Fig. 3:**
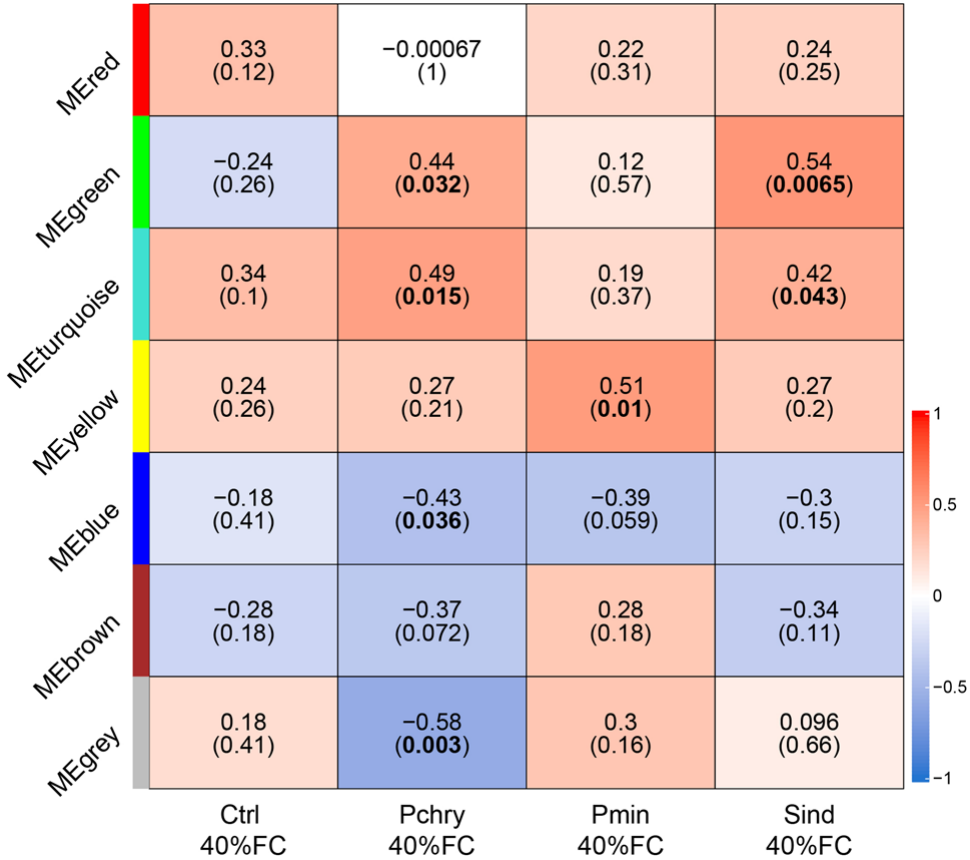
Module trait relationship heatmap for different modules and treatments such as non-inoculated (Ctrl), inoculated with *P. chrysogenum* (Pchry), *P. minioluteum* (Pmin), and *S. indica* (Sind) under drought conditions (40% FC) provided by WGCNA. The upper value in the box indicates the correlation coefficient r between the condition and the module and the value in brackets indicates the *p-value*. This heatmap is colored based on the correlation between the module and the condition: red indicated positive correlations, while blue refers to negative correlations

From these correlations, we focused our attention on those that elucidated the primary shared response among the different conditions. We anticipated identifying a module with significant correlations for all tested endophytes. However, as illustrated in Fig. 3, no more than two correlations were observed within a given module. Consequently, we proceeded to examine the correlations in these modules, specifically the green and turquoise modules, and the correlations between inoculations with *P. chrysogenum* and *S. indica*. The turquoise module was ultimately selected due to its higher correlation coefficients and because it also demonstrated a tendency to exhibit a positive correlation with *P. minioluteum*, although this correlation was not statistically significant. Furthermore, it was hypothesized that this module contains gene correlations that could potentially elucidate the more pronounced promotion of shoot biomass production observed in tomato plants inoculated with *P. chrysogenum* compared to those co-cultivated with *S. indica* (Fig. 1b).

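The largest module of the network built here, with 970 genes, was repressed at 40% FC. Over the 24 libraries, its eigengene correlated with Pch at r = -0.389 (exact permutation p = 0.0702, adjusted p = 0.159; rho = -0.355, exact permutation p = 0.1008) and with Sind at r = -0.373 (exact permutation p = 0.0879, adjusted p = 0.159; rho = -0.337, exact permutation p = 0.1215). Its r was -0.450 with Pmin (exact permutation p = 0.0168, adjusted p = 0.0538; rho = -0.446, exact permutation p = 0.0306) and -0.185 with Ctrl (exact permutation p = 0.3676, adjusted p = 0.4524; rho = -0.173, exact permutation p = 0.4516). Without the libraries farthest from the median, replicate 1 of Pmin and of Sind at 40% FC, r was -0.485 with Pch, -0.299 with Sind, -0.409 with Pmin and -0.259 with Ctrl. Among the 12 libraries at 40% FC alone, r was -0.134 with Pch (exact permutation p = 0.7), -0.081 with Sind (p = 0.8182), -0.343 with Pmin (p = 0.2773) and 0.557 with Ctrl (p = 0.0591). In a network of the 5000 genes with the highest variance, the largest module was induced at 40% FC, with r = 0.477 for Pch, 0.410 for Sind, 0.173 for Pmin and 0.367 for Ctrl. The sign over the 24 libraries also changed in 13 of the 24 networks that each left out one library, in which r with Pch ranged from -0.534 to 0.537. The largest module need not hold the same genes in each network. In the network of all libraries, the module of 874 genes was close in size and induced at 40% FC, with r = 0.475 with Pch. A change of sign is thus not shown to be a reversal in the same genes.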

Extraction of genes associated with the turquoise module and the inoculated conditions with *P. chrysogenum* and *S. indica* [module eigengene-based connectivity (kME) cut off = 0.5 and gene significance (GS) cut off = 0.4] resulted in the identification of 1693 genes from *P. chrysogenum*-infected plants and 947 genes from *S. indica*-infected plants. 

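With an absolute kME of at least 0.5 for the largest module and an absolute GS of at least 0.4, 1368 genes passed for Pch at 40% FC and 832 for Sind. Both thresholds use all 24 libraries. Without replicate 3 of Pch at 40% FC, 767 genes passed for Pch, and without replicate 3 of Sind at 40% FC, 341 passed for Sind.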

Subsequently, these two gene groups were utilized to perform a Venn diagram analysis to identify genes at the intersection of the compared conditions. As depicted in Fig. 4a, 556 genes were found to be shared between the two conditions. 

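Of the genes that passed, 388 were shared between Pch and Sind, 171 of them with a negative kME, and 68 were members of the largest module itself. The number of shared genes was 108 without replicate 2 of Sind at 40% FC and 801 without replicate 2 of Ctrl at 40% FC. The same thresholds were applied to all 6 pairs of 40% FC groups. The other pairs shared 63 genes (Ctrl and Pch), 41 (Ctrl and Pmin), 70 (Ctrl and Sind), 98 (Pch and Pmin) and 49 (Pmin and Sind).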

To ensure the most comprehensive classification of the genes, we opted to search for the *A. thaliana* orthologs of the 556 tomato genes and conduct the GO enrichment analysis on the Arabidopsis orthologs. A total of 334 Arabidopsis ortholog genes were obtained and employed for the GO analysis.

The GO enrichment analysis revealed multiple overrepresented GO terms (Supplementary Table S2). The most significantly enriched GO:Biological Process (BP) terms were ‘single-organism process’ (GO:0044699), ‘single-organism cellular process’ (GO:0044763), ‘single-organism metabolic process’ (GO:0044710), ‘small molecule metabolic process’ (GO:0044281), ‘metabolic process’ (GO:0008152), ‘response to stimulus’ (GO:0050896), ‘response to endogenous stimulus’ (GO:0009719), ‘organic substance metabolic process’ (GO:0071704) and ‘alpha-amino acid biosynthetic process’ (GO:1,901,607). Following the elimination of redundant GO terms, we focused on a specific cluster of GO terms that includes ‘response to hormone’ (GO:0009725), ‘response to water deprivation’ (GO:0009414), ‘response to acid chemical’ (GO:0001101), ‘response to abiotic stimulus’ (GO:0009628), ‘response to chemical’ (GO:0042221) and ‘defense response’ (GO:0006952), among others (Fig. 4b).

**Fig. 4:**
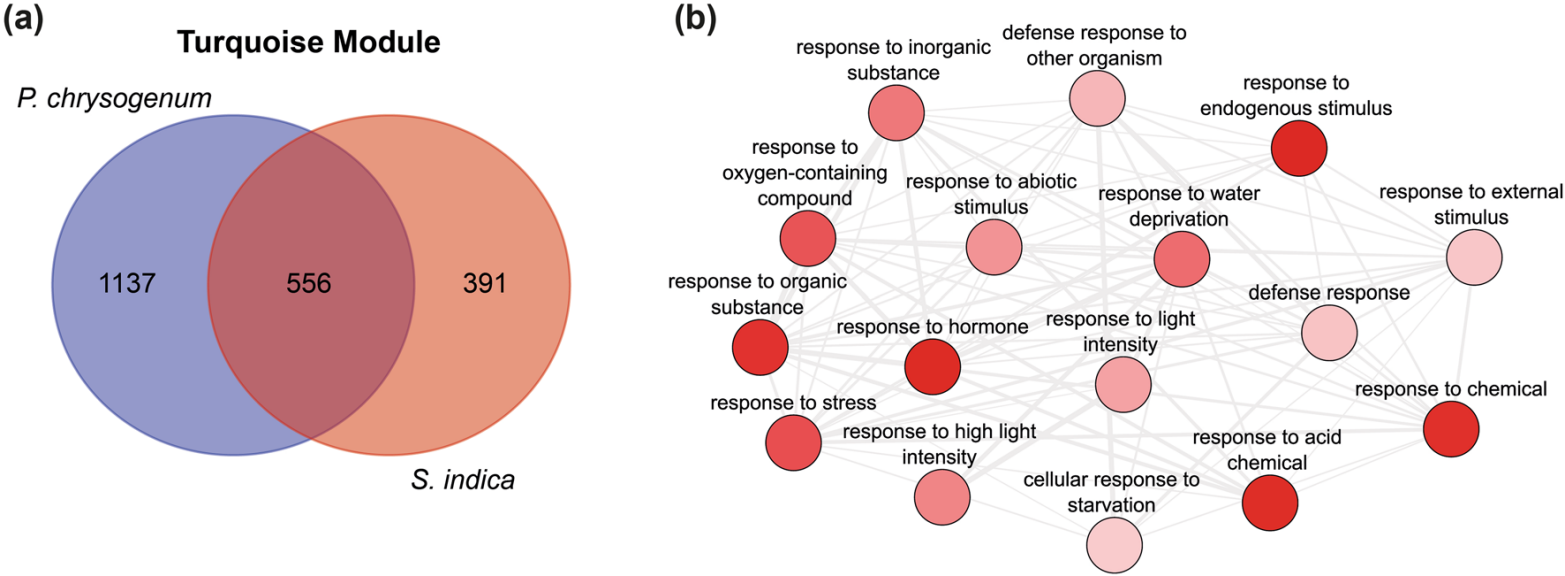
Analysis of the genes in the turquoise module. **a** Venn diagram of tomato genes associated with *P. chrysogenum* and *S. indica* infections extracted from the turquoise module. **b** Functional network analysis of significantly enriched GO:BP terms, after employing ReviGO to reduce redundant GO terms with *A. thaliana* orthologs (darker color refers to lower *p-value*)

### Core drought stress response module identification in *P. chrysogenum *and *S. indica* inoculated roots

With the objective of identifying candidate genes responsible for the enhanced drought tolerance observed in tomato plants inoculated with *P. chrysogenum* and *S. indica*, respectively, 59 genes associated with the GO terms ‘response to hormone’ (GO:0009725), ‘response to water deprivation’ (GO:0009414), and ‘response to abiotic stimulus’ (GO:0009628) were selected to construct a functional interaction network. 

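All 59 genes shown in Fig. 5a are in the deposited table and among the tested genes, and 28 of them were among the 5000 genes of the network. The study drew all 59 from its own network, so the network here held another set of genes. These 28 genes all passed the thresholds for both Pch and Sind, and 4 were members of the largest module. Compared to Ctrl100, 55 of the 59 genes had an adjusted p under 0.05 in Ctrl40, 59 in Pch40, 59 in Sind40 and 39 in Pmin40 (limma with BH adjustment over all genes tested). Compared to Ctrl40, 1 gene had an adjusted p under 0.05 in Pch40 and 0 in Sind40, while 15 and 10 had an unadjusted p under 0.05. Adjusted over the list alone, 0 genes passed in either comparison. The study chose this list on the same samples, with the same thresholds for Pch and Sind. The passing of all 28 genes and the counts above, also those adjusted over the list alone, are thus not independent evidence.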

As illustrated in the heatmap (Fig. 5a), three distinct clusters of genes were identified based on their expression patterns. A group of 26 genes exhibited higher expression in CTRL plants compared to plants inoculated with the fungi. 

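The 26 genes of the first cluster were tested as a set against all other genes with limma's camera, at a preset correlation of 0.01. The smallest share that exact permutation of 3 libraries against 3 can give is 1 of 10 splits. In Pch40 vs. Ctrl40, 26 of 26 genes were lower, with a median log2 fold change of -0.57 (range -1.79 to -0.10, camera p = 3.01e-06, as small in 3 of the 10 splits of the exact permutation). In Sind40 vs. Ctrl40, 26 of 26 were lower, with a median of -0.43 (range -1.09 to -0.12, camera p = 3.8e-06, as small in 3 of the 10 splits of the exact permutation). With fry, p was 0.0437 for Pch and 0.094 for Sind, and both were 0.143 after adjustment over the 6 set tests. With a correlation between genes estimated from the data, 0.5, camera gave p = 0.174 and p = 0.178. Only the call for Pch in this cluster thus held under fry before adjustment, and none held after it or under the estimated correlation, which moved the values further. The study grouped these genes by their expression in the same libraries, so their shared direction and these p-values are not independent evidence.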

A second group, comprising four genes, demonstrated higher expression in *S. indica* inoculated plants compared to CTRL plants and plants co-cultivated with *P. chrysogenum*. 

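The second group holds P5CS2, TAAC, FTSH6 and ARF17. The mean FPKM of TAAC (Solyc09g005250.3) at 40% FC was 106 ± 74.1 in Sind, 76.4 ± 24.2 in Pch and 69.1 ± 20.1 in Ctrl (SD, n = 3 each). For FTSH6 (Solyc02g081550.3) it was 12.8 ± 7.20 in Sind, 10.8 ± 4.75 in Pch and 11.1 ± 6.69 in Ctrl. The differences between group means were smaller than the SD of Sind for both genes. The adjusted p for Sind40 vs. Ctrl40 was 0.79 for TAAC and 0.94 for FTSH6 (limma with BH adjustment).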

Finally, a third group containing 29 genes was characterized by higher gene expression in the roots of the inoculated plants compared to CTRL plants. 

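Of the 29 genes of the third cluster, 27 were higher and 2 lower in Pch40 than in Ctrl40, with a median log2 fold change of 0.59 (camera p = 0.000265, as small in 4 of the 10 splits of the exact permutation, fry p = 0.103). The same numbers held in Sind40, with a median of 0.39 (camera p = 0.000643, as small in 6 of the 10 splits of the exact permutation, fry p = 0.226). With the correlation estimated at 0.464, camera gave p = 0.286 and p = 0.317. The camera p of this cluster was 0.0819 for Pch and 0.307 for Sind without replicate 1 of Ctrl at 40% FC. The study grouped this cluster in the same way, so its direction and p-values are not independent evidence either. AT2G36810 (Solyc09g008490.3) had an adjusted p under 0.05 in Pch40 vs. Ctrl40, with a log2 fold change of 0.64 (standard error 0.17, adjusted p = 0.040, limma with BH adjustment). Its FPKM was 43.8 ± 6.65 in Pch40 and 27.8 ± 2.64 in Ctrl40 (SD, n = 3).

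**Figure D1:**
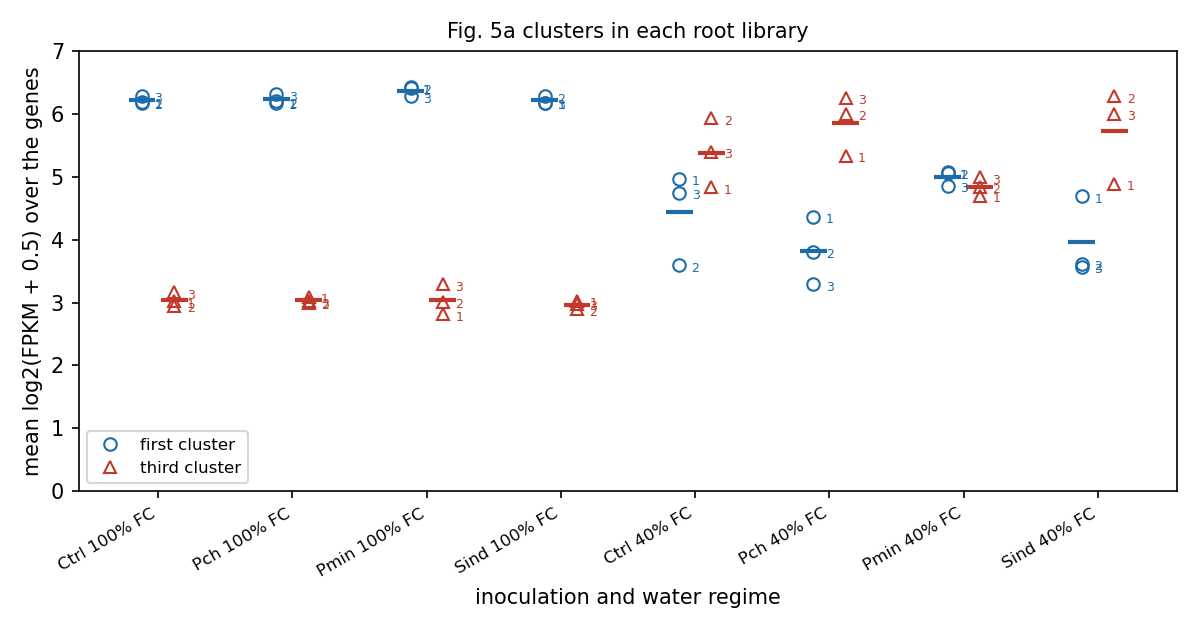
Mean log2(FPKM + 0.5) of the 26 genes of the first cluster and of the 29 genes of the third cluster of Fig. 5a in each library, with replicates numbered and bars at the group means. At 40% FC, replicates of Ctrl lie between 3.59 and 4.97 in the first cluster, those of Pch between 3.29 and 4.36, and those of Sind between 3.57 and 4.69.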

The presence of the two large groups supports the hypothesis of a shared drought response in plants inoculated with the two different endophytes.

**Fig. 5:**
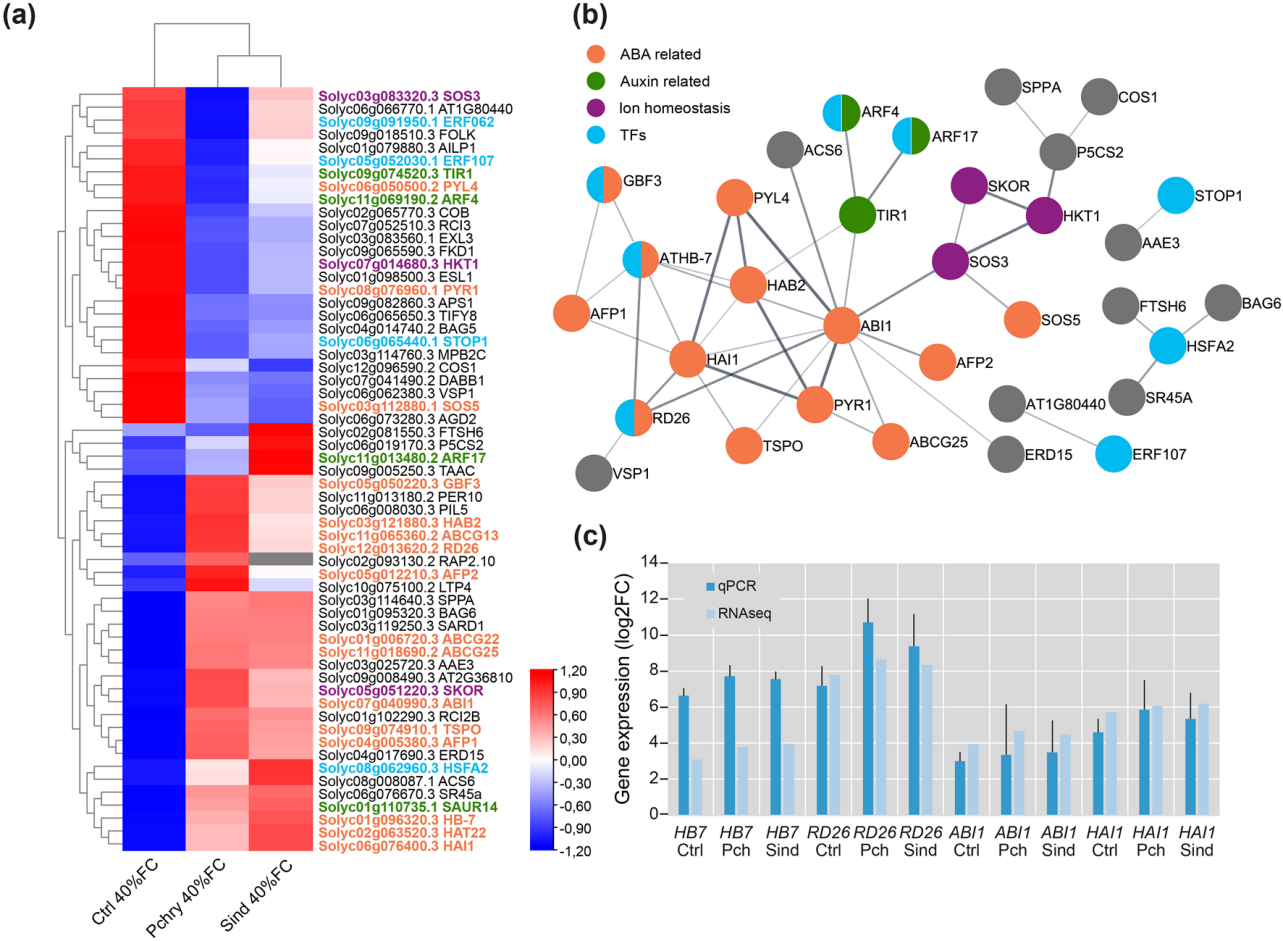
Analysis of genes associated with response to hormone, response to water deprivation and response to abiotic stimulus GO:BP terms. **a** Heatmap showing hierarchical clustering of upregulated and downregulated DEG profiles in non-inoculated tomato plants under drought (Ctrl 40%FC), and tomato plants inoculated with *P. chrysogenum* (Pchry 40% FC) and *S. indica* under drought (Sind 40% FC) compared to non-inoculated tomato plants under well-watered condition (Ctrl 100% FC). **b** Functional interaction network generated using the STRING application and ortholog Arabidopsis genes. Singletons are not presented. **c** Analysis and comparison of *HB7*, *RD26*, *ABI1* and *HAI1* transcriptional alterations by RT-qPCR and RNA-Seq in non-inoculated tomato plants under drought (Ctrl) and tomato plants inoculated with *P. chrysogenum* (Pch) and *S. indica* (Sind), respectively, under drought conditions

In the first cluster, we identified genes associated with ABA perception and signaling, including *PYRABACTIN RESISTANCE 1* (*PYR1*), *PYR1-LIKE 4* (*PYL4*), and arabinogalactan protein *SALT OVERLY SENSITIVE 5* (*SOS5*); genes related to auxin perception and signaling such as *TRANSPORT INHIBITOR RESISTANT 1* (*TIR1*) and *AUXIN RESPONSE FACTOR 4* (*ARF4*); transcription factors (TFs) involved in stress response, such as *ETHYLENE RESPONSIVE FACTOR 062* (*ERF062*), *ERF107*, and *SENSITIVE TO PROTON RHIZOTOXICITY 1* (*STOP1*); and two genes associated with jasmonic acid response, namely the phosphatase *VEGETATIVE STORAGE PROTEIN 1* (*VSP1*) and a 6, 7-dimethyl-8-ribityllumazine synthase known as *CORONATINE INSENSITIVE1 SUPPRESSOR 1* (*COS1*). In addition to hormone-related genes, the first cluster comprises two genes associated with ion homeostasis and the salt stress response: *SOS3*, a calcium sensor essential for potassium (K^+^) nutrition and salt expulsion, and *HIGH-AFFINITY K*^+^ *TRANSPORTER 1* (*HKT1*), a sodium (Na^+^) transporter.

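PYR1 (Solyc08g076960.1) had an FPKM of 92.6 ± 8.04 in Ctrl100, 26.2 ± 19.9 in Ctrl40, 10.5 ± 8.89 in Pch40 and 13.2 ± 12.8 in Sind40 (SD, n = 3 each). Compared to Ctrl40, its log2 fold change was -1.10 in Pch40 (standard error 0.68, adjusted p = 0.38) and -0.86 in Sind40 (standard error 0.68, adjusted p = 0.72, limma with BH adjustment).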

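The FPKM of SOS3 (Solyc03g083320.3) was 41.6 ± 11.5 in Ctrl100 (SD, n = 3). At 40% FC, it was 5.72 ± 5.15 in Ctrl, 3.33 ± 2.98 in Pch and 4.88 ± 5.45 in Sind. For HKT1 (Solyc07g014680.3), the values were 526 ± 219 in Ctrl100, and 180 ± 170 in Ctrl, 28.1 ± 22.1 in Pch and 41.4 ± 28.8 in Sind at 40% FC. Compared to Ctrl100, the log2 fold change of HKT1 was -2.69 in Ctrl40 (adjusted p = 0.035), -4.48 in Pch40 (adjusted p = 0.00095) and -3.78 in Sind40 (adjusted p = 0.0041, limma with BH adjustment). For SOS3 it was -3.09, -3.70 and -3.40.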

In the second cluster, we identified a gene associated with auxin signaling, *ARF17*, and a gene related to proline biosynthesis, *∆*^*1*^*-PYRROLINE-5-CARBOXYLATE SYNTHASE 2* (*P5CS2*).

The third cluster comprises genes involved in ABA signaling, including *ABA INSENSITIVE 1* (*ABI1*), *ABI FIVE BINDING PROTEIN 1* (*AFP1*), *AFP2*, *HOMOLOGY TO ABI2* (*HAB2*), and *HIGHLY ABA-INDUCED 1* (*HAI1*). In addition to genes associated with ABA signaling, this cluster also contains genes related to ABA transport, such as *ATP-BINDING CASETTE G25* (*ABCG25*), *ABCG13* and *ABCG22*, as well as genes involved in ABA response, including *OUTER MEMBRANE TRYPTOPHAN-RICH SENSORY PROTEIN* (*TSPO*) and TFs such as *G-BOX BINDING FACTOR 3* (*GBF3*), *HOMEOBOX 7* (*HB7*), a NAC TF known as *RESPONSIVE TO DESICCATION 26* (*RD26*), and a homeodomain zip (HD zip) class II TF *HAT22*. Furthermore, the third cluster encompassed the potassium transporter *STELAR K*^+^ *OUTWARD RECTIFIER* (*SKOR*) gene, the heat shock factor gene *HEAT SHOCK TRANSCRIPTION FACTOR A2* (*HSFA2*), a gene associated with auxin response *SMALL AUXIN UPREGULATED RNA 14* (*SAUR14*), and a gene involved in ethylene biosynthesis *1-AMINOCYCLOPROPANE-1-CARBOXYLIC ACID SYNTHASE 6* (*ACS6*). 

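At 40% FC, the FPKM of ABI1 (Solyc07g040990.3) was 228 ± 129 in Ctrl, 378 ± 143 in Pch and 333 ± 181 in Sind (SD, n = 3 each), against 14.8 ± 4.02 in Ctrl100. AFP1 (Solyc04g005380.3) had an FPKM of 14.2 ± 8.33 in Ctrl, 29.5 ± 11.6 in Pch and 26.3 ± 16.4 in Sind. Its log2 fold change compared to Ctrl40 was 1.12 in Pch40 (standard error 0.48, adjusted p = 0.19) and 0.77 in Sind40 (standard error 0.48, adjusted p = 0.58, limma with BH adjustment).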

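ACS6 (Solyc08g008087.1) had an FPKM of 30.9 ± 0.977 in Ctrl100, 23.9 ± 13.0 in Ctrl40, 8.46 ± 1.95 in Pch40 and 9.71 ± 6.24 in Sind40 (SD, n = 3 each). Compared to Ctrl40, its log2 fold change was -1.27 in Pch40 (standard error 0.44, adjusted p = 0.11) and -1.29 in Sind40 (standard error 0.44, adjusted p = 0.19, limma with BH adjustment). Compared to Ctrl100, its log2 fold change in Ctrl40 was -0.56 (adjusted p = 0.33), and it was 0.03 without replicate 2 of Ctrl at 40% FC.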

Subsequently, we utilized these genes to conduct a functional interaction network analysis to elucidate relationships among the identified genes.

The network analysis confirmed the involvement of several genes in processes related to hormone signaling and biosynthesis. The analysis of the network topology revealed five nodes with considerably high degrees of connectivity: *ABI1* (12 edges), *HAI1* (8 edges), *HB7* (6 edges), *HAB2* (5 edges), and *SOS3* (4 edges) (Fig. 5b). Among these five nodes, three are protein phosphatase 2Cs (PP2Cs) and one is a TF related to ABA responses, emphasizing the significance of ABA in the drought response elicited by the inoculation of *P. chrysogenum* and *S. indica*. The network analysis (Fig. 5b) also highlighted a central core of genes that are potentially responsible for the drought stress response and increased tolerance phenotype exhibited by the plants inoculated with *P. chrysogenum* and *S. indica*. In addition to the ABA-related nodes, the network included three genes associated with ion homeostasis, namely *SOS3*, *HKT1*, and *SKOR*, as well as the three auxin-related genes *TIR1*, *ARF4*, and *ARF17*.

To validate the accuracy of our RNA-Seq data, we conducted a RT-qPCR analysis for 4 of the principal genes identified in the network: *HB7*, *RD26*, *ABI1*, and *HAI1*, and assessed the correlation of the data. 

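In the RNA-Seq data, the log2 fold change of HB7 (Solyc01g096320.3) against Ctrl100 was 3.10 in Ctrl40, 3.77 in Pch40 and 3.76 in Sind40 (standard error 0.52 each). For RD26 (Solyc12g013620.2) it was 6.93, 7.91 and 7.38 (standard error 0.80), for ABI1 3.75, 4.59 and 4.28 (standard error 0.43), and for HAI1 (Solyc06g076400.3) 4.45, 5.01 and 4.93 (standard error 0.51). The adjusted p was 0.00018 or lower in each of these comparisons (limma with BH adjustment). For the same genes compared to Ctrl40, the adjusted p in Pch40 was 0.49 for HB7, 0.51 for RD26, 0.28 for ABI1 and 0.57 for HAI1. In Ctrl100 the mean FPKM of HAI1 was 0.462, under the 0.5 added before the log, which lowers its log2 fold changes. By the log2 ratio of group mean FPKM, HAI1 had 5.73 in Ctrl40, 6.08 in Pch40 and 6.2 in Sind40. The RT-qPCR measurements were not analysed here.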

As illustrated in Fig. 5c, the data demonstrate substantial correlation for the selected genes under the given test conditions, which supports the robustness of the derived network. The differential expression levels of the genes are presented in Supplementary Table S3.

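Supplementary Table S3 lists log2 fold changes of 30 genes in Ctrl, Pch and Sind at 40% FC against Ctrl100, 90 values in all. All 90 had the same sign in the limma fit, and Pearson's r with the table across these values was 0.992, where genes are not independent replicates. The median absolute difference was 0.19. In this fit, the change was larger in both Pch and Sind than in Ctrl for 30 of the 30 genes, and for 28 in the paper's own values. In Pmin40 it was larger than in Ctrl40 for 2 of the 30 genes. These genes are part of Fig. 5a, which the study chose for association with Pch and Sind in the same libraries. That choice favours such counts, so they are not independent evidence. The paper's values also come from these libraries, and 87 of the 90 were within 0.05 of the log2 ratio of group mean FPKM. The shared signs and r are therefore no independent check. Compared to Ctrl100, 28 of these genes had an adjusted p under 0.05 in Ctrl40, 30 in Pch40, 30 in Sind40 and 17 in Pmin40 (limma with BH adjustment over all genes tested).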

## Discussion

Beneficial plant symbionts can play crucial roles in mitigating biotic and abiotic stresses in their hosts. In this investigation, we identified a core set of genes that potentially elucidate the observed increase in biomass in aboveground parts of tomato plants under drought conditions when inoculated with the fungal endophytes *P. chrysogenum* and *S. indica*. Numerous studies have previously corroborated the concept of improving drought tolerance in plants, including tomato, through inoculation with root-colonizing fungal endophytes, e.g., *P. chrysoge*num (Morsy et al. 2020; Morales-Quintana et al. 2022), *P. minioluteum* (González-Teuber et al. 2018), and *S. indica* (Sherameti et al. 2008; Tsai et al. 2020; Azizi et al. 2021; Liu et al. 2021; Boorboori and Zhang 2022). These fungi are reported to also increase the tolerance of their host plants to several other abiotic stresses, such as salinity. *Penicillium chrysogenum* in combination with *P. brevicompactum* increases salt stress resistance and plant growth in tomato, lettuce, and cayenne (Molina-Montenegro et al. 2020). *Penicillium minioluteum* enhances salinity resistance in soybeans (Khan et al. 2011), and *S. indica* increases plant resistance to salt stress (Lanza et al. 2019; Boorboori and Zhang 2022). Multiple studies have identified specific physiological, biological, and biochemical mechanisms that contribute to water deficit tolerance in plants induced by fungal endophytes (Dastogeer and Wylie 2017).

This study describes the mutualistic interactions between three distinct fungal endophytes, isolated from unrelated arid locations, and the agriculturally significant crop plant, *S. lycopersicum*. All three fungal symbionts conferred increased drought tolerance to tomato plants, as evidenced by the significantly higher biomass production of the aerial plant parts of seedlings infected with the fungi compared to the non-infected control plants (Fig. 1b). To elucidate whether the tested root colonizing endophyte fungi triggered the same molecular mechanism(s) to confer increased drought tolerance, a comprehensive RNA-Seq analysis was conducted on tomato roots inoculated and non-inoculated with the endophytes under two different water regime conditions. As illustrated in Fig. 2a, the number of DEGs was greater in the comparison between non-inoculated plants (Ctrl 40% FC vs. Ctrl 100% FC) subjected to drought stress and fungus-inoculated plants (Fungi 40% FC vs. Fungi 100% FC) under similar conditions. This observation indicates a possibly attenuated stress response in tomato plants co-cultivated with the tested fungi. Furthermore, the analysis of the transcriptional effect of the fungal infections under control (Fungi 100% FC vs. Ctrl 100% FC) and drought conditions (Fungi 40% FC vs. Ctrl 40% FC) revealed only a minimal impact on gene expression levels. It is noteworthy that the number of DEGs for *P. chrysogenum* and *S. indica* under combined stress conditions (Pch 40% FC vs. Ctrl 100% FC, 5751 genes; Sind 40% FC vs. Ctrl 100% FC, 5017 genes) significantly exceeds the sum of the individual stress responses (Ctrl 40% FC vs. Ctrl 100% FC, 4259 genes; Fungi 100% FC vs. Ctrl 100% FC, 673 genes). This observation is likely attributable to an extensive reprogramming of the drought stress response when the plants were infected with the different symbionts. 

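Whether drought acted differently in inoculated and in non-inoculated roots was tested by the interaction of drought and inoculation in the limma fit. For this term 48 genes had a larger and 15 a smaller log2 fold change in inoculated roots, a total of 63 DEGs (3229 genes at an unadjusted p under 0.05). Of these, 14 were DEGs of Ctrl40 vs. Ctrl100 and 25 were DEGs of F40 vs. F100. In 49 of the 63, the drought response had opposite signs in inoculated and non-inoculated roots. Without replicate 1 of Ctrl at 100% FC, 1 DEG was left, and without its replicate 3 there were 177.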

The response to *P. minioluteum*, however, was less pronounced, which separates this fungus from the two others. 

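The slope of the drought response of each inoculum on that of non-inoculated roots was fitted across genes, each against its own 100% FC group. It was 0.876 for Pmin (jackknife standard error 0.208), 1.202 for Pch (0.262) and 1.102 for Sind (0.222). The slopes share the response of non-inoculated roots, so the jackknife was also run on their differences, which were 0.326 between Pch and Pmin (standard error 0.245), 0.226 between Sind and Pmin (0.226) and 0.100 between Pch and Sind (0.247). By least squares, the slopes were 0.728 for Pmin, 0.938 for Pch and 0.988 for Sind. Pmin stayed lowest, and the order of Pch and Sind reversed. In the direct comparison with Ctrl40, Pch40 had 127 upregulated and 130 downregulated genes, Sind40 had 72 and 3, and Pmin40 had 0 and 2. An unadjusted p under 0.05 was found for 4217 genes in Pch40, 2445 in Sind40 and 3785 in Pmin40. With only the compared groups in the fit, the order was another, with 95 DEGs for Pmin40, 9 for Pch40 and 8 for Sind40. Fits that each left out one library gave 111 to 422 DEGs for Pch40, 2 to 133 for Sind40 and 0 to 300 for Pmin40.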

As demonstrated by the PCA (Fig. 2b), the highest degree of explained variability in the RNA-Seq data is associated with drought conditions, as reflected in the first principal component, which substantially corroborates the significant impact of drought on the transcriptome. Our hypothesis that the fungi could induce general drought stress response modules in tomato was supported by the absence of clear differentiation between control samples and those of fungus-inoculated plants. To gain deeper insight into shared transcriptomic alteration between drought stress and combined drought stress and individual fungus infections, we conducted a Venn diagram analysis to elucidate intersections among the set of DEGs from control and inoculated roots under drought conditions compared to non-inoculated roots under well-watered conditions (Fig. 2c). In this plot, the highest number of DEGs is shared between the inoculated and the non-inoculated conditions, indicating the existence of a large gene cluster related to drought stress response in tomato roots, regardless of the inoculation condition. However, this analysis did not adequately account for the possibility that the interaction with the symbionts merely potentiates the response of genes that are also induced under control conditions, albeit at a lower level. In this context, to further investigate the transcriptional analysis, a WGCN analysis was performed. The WGCNA examined the correlation patterns among DEGs under various inoculation and drought conditions (Fig. 3). In the absence of a module showing a significant correlation among all three inoculated conditions, we rejected the hypothesis of a shared common response to drought among *P. chrysogenum*, *P. minioluteum*, and *S. indica*-inoculated roots. However, we identified the turquoise module, which exhibited a significant correlation under conditions in which the plants were inoculated with either *P. chrysogenum* or *S. indica*. This observation highlights a common shared drought response between tomato plants inoculated with the two fungi. 

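The changes of Pch40 and of Sind40 against Ctrl40 were correlated across all 20486 genes, with Pearson's r = 0.620 (jackknife standard error over libraries 0.217). Genes are not independent replicates. Both comparisons share the Ctrl40 libraries, which alone gives a correlation. In 1000 simulated sets of unchanged groups the median r was 0.554, and 95% of the values lay between -0.303 and 0.896. Among all 840 labellings of the 9 libraries, 273 gave an r as high as the observed one, and their median was 0.521. For Pch and Pmin r was 0.243, and for Sind and Pmin 0.372. In both comparisons with Ctrl40, 32 genes were DEGs in the same direction, and 233 of the 257 DEGs of Pch40 had the same sign in Sind40, against 187 in Pmin40. From the module that correlated with Pch and with Sind, the paper concludes that plants inoculated with these fungi share a common drought response.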

With regard to the RNA-Seq data obtained for *P. minioluteum*, it can be inferred that the fungus-induced drought tolerance enhancement of the tomato plants is likely achieved through an alternative mechanism, or by a more subtle modification of the transcriptome. The latter possibility is suggested by the positive, albeit statistically non-significant, correlation with the fungus. The correlation between this fungus and the two others was not significant, although the tomato plants inoculated with *P. minioluteum* demonstrated a similar increased biomass production under drought stress compared to those infected with the other two symbionts. It will be an intriguing future endeavor to elucidate the complex network of transcriptional alterations triggered by *P. minioluteum* in tomato plants under drought stress conditions and compare them with those responses observed for the two other fungi. However, given the substantial correlation between the responses triggered by *P. chrysogenum* and *S. indica*, we focused our investigation on the comparison of the interactions between those two fungi and tomato.

With the objective of gaining a more comprehensive understanding of the shared processes elicited in drought-stressed tomato plants co-cultivated with *P. chrysogenum* and *S. indica*, we conducted further analysis of the associated genes found in the turquoise module (Fig. 4a). To enhance the scope of the analysis and maximize the information extracted from the dataset, we utilized *A. thaliana* ortholog genes, leveraging Arabidopsis as the most well-developed model for translational research in plants (Yaschenko et al. 2024). The GO analysis (Fig. 4b) revealed GO terms of particular interest, namely ‘response to hormone’ (GO:0009725), ‘response to water deprivation’ (GO:0009414), and ‘response to abiotic stimulus’ (GO:0009628), as they suggested a direct connection to genes associated with biological functions related to responses to drought stress and that were differentially expressed in the presence of fungi. The selected GO classifications encompassed 59 associated genes. To further investigate the differential regulation of these genes, we analyzed their expression in non-infected control plants (Ctrl) and in plants infected with either *P. chrysogenum* or *S. indica* under drought stress conditions (Fig. 5a). Through the application of a hierarchical clustering approach, we identified three clusters based on the growth conditions and the expression levels of the genes. Based on the observed results, we conclude that the shared response to drought stress in plants infected with fungi is mediated by the same group of genes. However, it is noteworthy that the expression levels differ between *P. chrysogenum and S. indica* inoculated plants. These differences in expression levels may potentially account for the variations in the observed phenotypes. 

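Pch40 and Sind40 were compared directly in the 59 genes of Fig. 5a. The number of genes with an adjusted p under 0.05 was 0, and 0 also had an unadjusted p under 0.05. The log2 fold change between Pch40 and Sind40 ranged from -0.70 to 0.53, and the lowest adjusted p was 0.80 (limma with BH adjustment). The libraries of Pch40 and Sind40 with the same replicate number deviated from their group means in a shared direction (r = 0.705, 0.26 and 0.434 across genes). With the replicate number as a block, still 0 genes had an adjusted or an unadjusted p under 0.05, and the lowest adjusted p was 0.74 with all libraries and 0.49 with the 6 libraries alone. The camera p was 0.214 for the first cluster and 0.195 for the third. The study chose the 59 genes for their association with both Pch and Sind in the same libraries, which favours a small difference between them. Over all 20486 genes, 49 had an adjusted p and 1688 an unadjusted p under 0.05 in Pch40 vs. Sind40, and with the replicate number as a block these were 43 and 1787 with all libraries and 0 and 2117 with the 6 libraries alone. These comparisons were added after the other results had been seen.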

Plants inoculated with *P. chrysogenum* exhibited higher biomass compared to those inoculated with *S. indica* when grown under drought stress conditions (Fig. 1b). The identified genes were subsequently utilized to construct a functional interaction network with the aim of identifying a core regulatory module within the 59 candidate genes (Fig. 5b). The resulting network provided evidence for the existence of several gene clusters that share common biological functions, which appear to be regulated by a reduced subset of genes. Our findings are summarized in the model presented in Fig. 6, which illustrates the proposed main drivers of the increased drought tolerance phenotype observed in the tomato plants co-cultivated with either *P. chrysogenum* or *S. indica*.

**Fig. 6:**
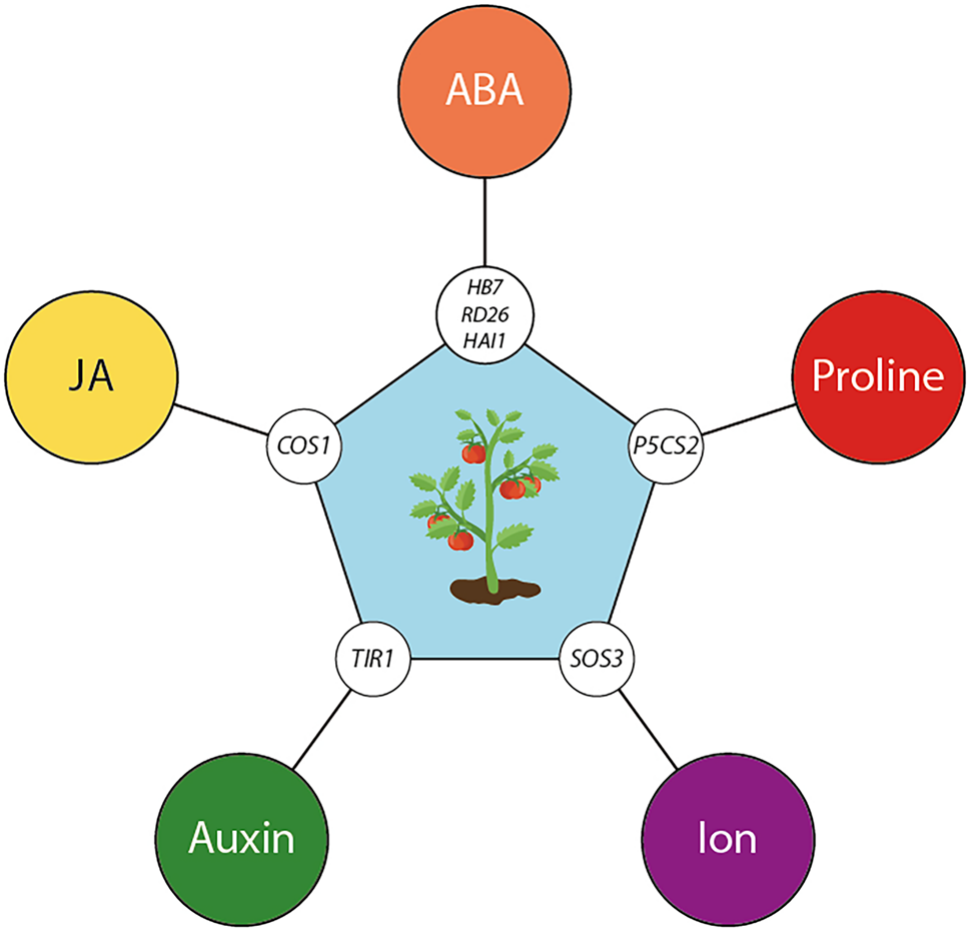
A model summarizing the core drought response modules identified in this work

The largest group of nodes is associated with ABA-dependent processes. This observation aligns with several reports highlighting the pivotal role of ABA in enhancing resistance to drought stress in plants harboring *S. indica* in their roots (Peskan-Berghöfer et al. 2015; Xu et al. 2017). Furthermore, 4 out of the 5 nodes with the highest degree of connectivity in the network are ABA-related, underscoring its crucial role in conferring increased drought stress tolerance in plants interacting with *P. chrysogenum* or *S. indica*. Among the 13 ABA-related genes, we identified several TFs, including *GBF3*, *HB7*, and *RD26*, as well as 5 PP2Cs, namely *ABI1*, *AFP1*, *AFP2*, *HAB2*, and *HAI1*. An induction of *GBF3* is reported to confer increased resistance to drought in *A. thaliana* (Ramegowda et al. 2017). The ectopic expression of *HB7* has also been demonstrated to increase drought tolerance in tomato (Mishra et al. 2012), while the induced expression of *RD26* is similarly known to enhance drought tolerance in plants (Nakashima et al. 2012; Duan et al. 2019). These three TFs appear to be transcriptionally activated in the roots of tomato plants that established a symbiosis with *P. chrysogenum* or *S. indica* under drought conditions compared to non-inoculated roots from control plants grown under drought conditions (Supplementary Table S3). Consequently, we conclude that these TFs are critical molecular components for the fungus-triggered drought tolerance mechanism in tomato plants.

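Against Ctrl40, GBF3 (Solyc05g050220.3) had a log2 fold change of 0.78 in Pch40 (standard error 0.51, adjusted p = 0.41) and 0.46 in Sind40 (standard error 0.51, adjusted p = 0.83). HB7 had 0.67 in Pch40 and 0.66 in Sind40 (adjusted p = 0.71). The values for RD26 were 0.98 in Pch40 and 0.46 in Sind40 (adjusted p = 0.91, limma with BH adjustment). The log2 fold change of RD26 in Sind40 was -0.22 when replicate 1 of Ctrl at 40% FC was left out. The FPKM of RD26 was 233 ± 195 in Ctrl40, 421 ± 252 in Pch40 and 339 ± 254 in Sind40 (SD, n = 3 each).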

The promotion of proline biosynthesis is a well-established drought stress response. Proline serves critical functions as an osmoregulator, chemical chaperone, and ROS scavenger (Liang et al. 2013). Our network analysis revealed the induction of *P5CS2*, a key gene in proline biosynthesis. ∆^1^-pyrroline-5-carboxylate synthases (P5CSs) catalyze the conversion of glutamate to γ-glutamate-semialdehyde, and they are closely associated with osmotic and drought stress responses (Amini et al. 2015). 

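P5CS2 (Solyc06g019170.3) had an FPKM of 27.1 ± 3.24 in Ctrl100, 63.6 ± 29.0 in Ctrl40, 75.7 ± 25.7 in Pch40 and 104 ± 61.0 in Sind40 (SD, n = 3 each). Its log2 fold change against Ctrl100 was 1.11 in Ctrl40 (adjusted p = 0.051), 1.41 in Pch40 (adjusted p = 0.012) and 1.67 in Sind40 (adjusted p = 0.0045). Against Ctrl40 it was 0.30 in Pch40 (standard error 0.43, adjusted p = 0.74) and 0.56 in Sind40 (standard error 0.43, adjusted p = 0.70, limma with BH adjustment). The value in Pch40 was -0.09 without replicate 1 of Ctrl at 40% FC.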

The induction of *P5CS1* and *P5CS2* in Arabidopsis is mediated by ABA (Strizhov et al. 1997), suggesting a potential correlation between the ABA gene group and *P5CS2* (Fig. 5b). Furthermore, it has been demonstrated that *S. indica* infections stimulate the accumulation of several metabolites in tomato, including betaine, glycine, and proline (Ghorbani et al. 2018), and induce *P5CS* gene expression under drought conditions (Azizi et al. 2021).

In tomato, *SOS* genes are involved in salt tolerance mechanisms (Huang et al. 2024). Specifically, in response to increases in cytoplasmic Ca^2+^ concentration, the Ca^2+^ sensor SOS3 is activated, which facilitates interaction with the kinase SOS2. Subsequently, the SOS3/SOS2 complex phosphorylates and thereby activates the plasma membrane Na^+^/H^+^ antiporter SOS1, resulting in reduced Na^+^ toxicity in plant cells (Martínez-Atienza et al. 2007). Recently, SOS3 has also been demonstrated to interact with the Na^+^ transporter HKT1 (Gámez-Arjona et al. 2024). 

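In the direct comparison with Ctrl40, SOS3 had a log2 fold change of -0.61 in Pch40 (standard error 0.61, adjusted p = 0.61) and -0.31 in Sind40 (standard error 0.61, adjusted p = 0.93). Without replicate 1 of Ctrl at 40% FC, these values were 0.05 and 0.34. HKT1 had -1.79 in Pch40 (standard error 0.97, adjusted p = 0.31) and -1.09 in Sind40 (standard error 0.97, adjusted p = 0.76, limma with BH adjustment).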

Our RNA-Seq data provided evidence for a more pronounced repression of *SOS3* and *HKT1* in *P. chrysogenum* and *S. indica* inoculated roots under drought conditions compared to the non-inoculated roots under drought conditions (Supplementary Table S3). This observation suggests that the inoculated plants may accumulate more Na^+^ through the reduced abundance of SOS1 and HKT1. The regulation of Na^+^ uptake and compartmentation has been reported to contribute to the preservation of cell turgor (Álvarez-Aragón and Rodríguez-Navarro 2017). 

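At 40% FC, the FPKM of SKOR (Solyc05g051220.3) was 37.7 ± 19.1 in Ctrl, 66.4 ± 18.3 in Pch and 57.9 ± 20.9 in Sind (SD, n = 3 each). Its log2 fold change against Ctrl40 was 0.88 in Pch40 (standard error 0.36, adjusted p = 0.16) and 0.65 in Sind40 (standard error 0.36, adjusted p = 0.51, limma with BH adjustment).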

As illustrated in Fig. 5a, the gene encoding the potassium channel *SKOR* exhibits stronger induction in the *P. chrysogenum* and *S. indica* inoculated roots than in the non-inoculated roots. This potentially increases the delivery of K^+^ from the stellar cells to the xylem (Liu et al. 2006), leading to higher K^+^ accumulation in aboveground parts of the plant. This observation aligns with the previously described impact of *S. indica* on the distribution of K^+^ in Arabidopsis (Pérez-Alonso et al. 2022). Consequently, this phenomenon may influence the regulation of stomatal aperture.

In the plant hormone-related groups, *TIR1* appears to be more strongly repressed in the inoculated roots than in the non-inoculated roots. 

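TIR1 (Solyc09g074520.3) had log2 fold changes of -1.08 in Ctrl40, -1.38 in Pch40 and -1.27 in Sind40 against Ctrl100 (standard error 0.24 each). Against Ctrl40, the values were -0.30 in Pch40 (adjusted p = 0.51) and -0.20 in Sind40 (adjusted p = 0.86, limma with BH adjustment). The FPKM was 27.6 ± 7.23 in Ctrl40, 22.6 ± 7.69 in Pch40 and 24.5 ± 9.79 in Sind40 (SD, n = 3 each).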

TIR1 is part of the SCF^TIR1/AFBs^-Aux/IAA [SKP-Cullin-F box (SCF), TIR1/AFB (AUXIN SIGNALING F-BOX), AUXIN/INDOLE ACETIC ACID (Aux/IAA)] complex, thus forming part of the canonical auxin perception machinery (Salehin et al. 2015). The loss of *TIR1* in Arabidopsis is reported to increase drought tolerance (Salehin et al. 2019). Along with the repression of *TIR1*, we were also able to detect the stronger repression of the jasmonate (JA)-related gene *COS1*. 

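The FPKM of COS1 (Solyc12g096590.2) was 9.79 ± 1.13 in Ctrl40, 7.79 ± 0.528 in Pch40 and 6.85 ± 0.238 in Sind40 (SD, n = 3 each). Its log2 fold change against Ctrl40 was -0.31 in Pch40 (standard error 0.15, adjusted p = 0.25) and -0.48 in Sind40 (standard error 0.15, adjusted p = 0.14, limma with BH adjustment).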

JA has a proven role in biotic and abiotic stress responses (Wang et al. 2021). *COS1* acts as a *CORONATINE INSENSITIVE 1* (*COI1*) suppressor that is essential for JA perception and the regulation of JA-mediated plant defense and senescence (Xiao et al. 2004). It will be an important future task to investigate these findings through reverse genetics experiments.

In conclusion, we propose a molecular mechanism, shared by *P. chrysogenum* and *S. indica*, that involves the transcriptional regulation of a central core module of genes, responsible for the increased drought tolerance phenotype of tomato plants inoculated with the fungal endophytes. In this context, it is noteworthy that the two endophytes were isolated from two geographically distinct desert environments but appear to trigger the same conserved gene cluster in a non-specific host plant that is not endemic to the habitats where the fungi were isolated. This observation strongly supports the hypothesis that the tested root-colonizing beneficial fungi acquired the required properties to increase drought tolerance in plants by addressing highly conserved mechanisms in plants independently from each other over the course of coevolution with their host plants in similar extreme environments.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 (JPG 9929 KB) ** Supplementary Fig. S1** Tomato root infection and re-isolation experiment of the examined root-colonizing plant endophytic fungi

Supplementary file2 (JPG 1840 KB) **Supplementary Fig. S2** Analysis of stomatal conductance and shoot fresh weight of tomato plants 6 weeks after mock (Ctrl) and fungus treatments

Supplementary file3

Supplementary file4

Supplementary file5

## Data Availability

All data supporting the findings of this study are available within the paper and within its Supplementary Data published online. The RNA-Seq data produced in this work are openly available in Gene Expression Omnibus under the code GSE279454.

How the deposited data were processed for this re-analysis (not part of the article)

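Root RNA from 8 groups of tomato plants was analysed, with 3 libraries per group. The groups were mock-treated plants (Ctrl) and plants inoculated with P. chrysogenum (Pch), P. minioluteum (Pmin) or S. indica (Sind), each at 100% FC and at 40% FC. The authors deposited one table of FPKM for 35972 identifiers in 24 libraries, and 0 of its columns were left without a sample. According to the paper, the reads were checked with FastQC and aligned with HISAT2 to the tomato genome of Ensembl Plants, and its text does not name the program that counted fragments on genes. The table holds no gene descriptions, so the comparison of gene families by description was not run. No annotation or genome was used here, and identifiers were paired with symbols only through Fig. 5a and Supplementary Table S3.

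Within each gene, the deposited FPKM of all libraries are whole multiples of a unit once a factor per library is taken out. Whole counts were recovered in this way for 100.0% of the genes above 0. The recovery was tested on 4000 simulated genes in 24 libraries, of which 100.0% of the counts were returned. The factors show that the FPKM had already been scaled between libraries by the median-of-ratios method over 19419 genes above 0 in every library. Fragments on genes per library ranged from 15495388 to 24200775. Counting error was smaller than the spread between replicates in each group, so errors are given as SD over replicates or as standard errors of the fit.

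Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Genes with an FPKM of at least 1 in at least 3 libraries (20486 of the 27390 genes above 0) were tested on log2(FPKM + 0.5) with limma's trend model in one fit over the 8 groups. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. On simulated data with 200 changed genes of which 199 were tested, 198 were called along with 2 unchanged genes. Replicate numbers were tested for a pairing of libraries. Of 36 pairs of libraries with the same number in groups of one water regime, 15 had an r above 0.1 after group means were removed (range -0.527 to 0.705), so the numbers were not used as a pairing in the reported values. At 40% FC, r between replicates numbered 1 was 0.557 (Ctrl and Pch), 0.65 (Ctrl and Sind), 0.705 (Pch and Sind) and 0.138 to 0.207 with Pmin. For replicates 2 and 3 at 40% FC it was -0.2 to 0.434. A pairing at 40% FC is thus not excluded. In the comparisons with Ctrl40, the replicate block used one effect for both water regimes, so it does not decide this.

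Distances between groups were tested by exact permutation of the labels. Gene sets were tested with camera (preset correlation 0.01), and with fry and an estimated correlation as alternatives. The network followed the published power of 14, kME minimum of 0.5 and GS minimum of 0.4. Its tree was split at one height, and where several heights gave the most clusters the highest was used, a rule set on simulated data. With it, 5 of 5 simulated modules were found, and 300 of 300 genes of the largest one were returned with 9 others. Exact permutation p-values for module correlations used all 2024 placements of 3 libraries in 24, or 220 in 12. The simulated unchanged groups for shared controls were made from whole-library deviations from the group means, drawn with random sign.

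The genes that the text could name were set by a rule: every gene that the paper names and pairs with a tomato identifier in Fig. 5a or Supplementary Table S3, and for a comparison up to 2 DEGs with the largest rise and 2 with the largest fall among those whose replicates do not overlap. The text gives only part of these genes, at the statements of the paper that the passages follow, and this part was settled after the values had been computed. Identifiers without the Solyc prefix and genes whose libraries on one side all had 3 counts or fewer were passed over, except in Pmin40 vs. Ctrl40, where both of the 2 DEGs are named. The alternatives tried were pseudocounts of 0.1 and 1, no filter on low values, median-of-ratios rescaling, a fit on the compared groups alone, the replicate number as a block, no minimum fold change, the ratio of group means, other network settings, and leaving out each library in turn. Limma-voom on the recovered counts and FPKM recomputed from total fragments were added after the data had been seen. The GO enrichment, the Arabidopsis orthologs, the STRING interaction network, the RT-qPCR and the plant measurements were not analysed here.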

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

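The tests of an axis along which replicates differ and of the dependence on one library were chosen after the results had been seen, and the other tests in this part were chosen before their outcome was known. They were written down after the PCA and the network had been seen.

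In replicate 2 of Pch at 100% FC, a library far from the other inoculated libraries at 100% FC was found for HB7, with a log2(FPKM + 0.5) of 2.22, and for ERF107, with 7.75. The gap to the nearest of the other libraries was 0.625 and 0.54 of the whole range of the 9 libraries, above Dixon's critical value. Among 72 measures tested, 2 such libraries were found, where 3.6 are expected by chance. No biological explanation was tested, and no technical one beyond this count.

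The response to drought differed between inoculated and non-inoculated roots in 63 DEGs of the interaction of drought and inoculation. The design allows a biological explanation, an effect of inoculation on the drought response. With every library thinned to 15495388 fragments, 58 DEGs were found, which argues against library size as the cause. In 5 of 100 splits of the libraries drawn at random, the real one included, as many DEGs were found, so that a chance split of the libraries remains open. The count may also rest on one library: it was 1 without replicate 1 of Ctrl at 100% FC. An effect of inoculation stays open as well.

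The paper does not report the genes of Fig. 5a in Pmin, where they changed in the direction opposite to Pch and Sind. In Pmin40 vs. Ctrl40, 24 of the 26 genes of the first cluster were higher, with a median log2 fold change of 0.59 (camera p = 2.63e-05, fry p = 0.106, as small a camera p in 5 of the 10 splits of the exact permutation). Of the 29 genes of the third cluster, 27 were lower, with a median of -0.59 (camera p = 0.000338, fry p = 0.119, as small a camera p in 4 of the 10 splits of the exact permutation). Adjusted over all 6 camera tests of both clusters by the Benjamini-Hochberg method, these p-values were 5.26e-05 and 0.000406. In this comparison, 0 of the 59 genes had an adjusted p under 0.05, and 11 had an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, and at 5 and 4 of 10 a chance split of the libraries remains open. A score, the mean of the first cluster minus that of the third, differed by 1.10 between Pmin40 and Ctrl40. Its Spearman's rho with fragments per library over the 12 libraries at 40% FC was 0.035, which argues against library size. An exact permutation of the score over 220 splits, Pmin40 against the other 9 libraries at 40% FC, gave p = 0.041. That test includes Pch40 and Sind40, for which the study chose the list, so it does not settle a chance split between Pmin40 and Ctrl40. The score also differed between replicates of one group, by 2.47 within Sind40, 1.99 within Pch40, 2.48 within Ctrl40 and 0.50 within Pmin40. An axis along which the replicates of a 40% FC group also differ may therefore underlie the difference. Such an axis could be technical or could reflect how far each plant had dried, which was not tested. An effect of Pmin stays open.

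Both clusters were also compared between Pmin40 and the other inocula. The camera p of the first cluster was 1.74e-14 for Pch40 vs. Pmin40 (fry 0.00106) and 2.38e-15 for Sind40 vs. Pmin40 (fry 0.00238), and 26 of 26 genes were lower in each. For the third cluster it was 9.52e-10 (fry 0.00354) and 7.74e-10 (fry 0.00965), with 27 of 29 genes higher in each. With the correlation between genes estimated from the data, camera gave 0.0328 and 0.0282 for the first cluster, and 0.0826 and 0.0811 for the third, which are not under 0.05. The list was chosen by the study for its association with Pch and Sind in these samples, so these p-values are not independent evidence.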

How the results depend on the processing

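The alternatives were set before the data were examined, except for limma-voom on recovered counts and FPKM recomputed from total fragments, which were chosen after seeing the data. No result in this part was tested for the reason of a change, and where a value below differs from the reported one, the cause was not tested, except where fewer libraries or a lower threshold define the setting. The comparison of gene families by description was not run.

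Median-of-ratios rescaling multiplies all FPKM by 1.0103, so that it says nothing about the stability of DEG counts. Without a minimum fold change, a lower threshold by construction, there were 7860 DEGs for Ctrl40 vs. Ctrl100, 13238 for F40 vs. F100, 450 for F40 vs. Ctrl40, 10036, 7853 and 9136 for Pch40, Pmin40 and Sind40 vs. Ctrl100, 1032 for Pch40 and 255 for Sind40 vs. Ctrl40, 9525, 7785 and 8925 for Pch, Pmin and Sind against their own 100% FC groups, and 188 for the interaction. Shared genes numbered 2339 upregulated and 2464 downregulated. The other settings left the drought comparisons and the shared genes within 1.5 times the reported count.

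Counts of DEGs between inoculated and non-inoculated roots moved more. For F100 vs. Ctrl100, 6 DEGs were found with a pseudocount of 0.1, 24 with FPKM recomputed from total fragments, 109 with limma-voom and 83 with limma-voom under the scaling of the FPKM. For Pmin40 vs. Ctrl40, 1 was found without a filter and 0 with either form of limma-voom, where the reported fit had 3785 genes at an unadjusted p under 0.05. Limma-voom gave 164 for Pch40 vs. Ctrl40. With only the compared groups in the fit, 14 DEGs were found for F40 vs. Ctrl40, 9 for Pch40, 95 for Pmin40 and 8 for Sind40 vs. Ctrl40. With the replicate number as a block, 21 were found for F100 vs. Ctrl100 and 98 for the interaction.

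Fits that each left out one library used fewer libraries by construction. They gave 0 DEGs (without replicate 1 or replicate 2 of Ctrl at 100% FC) to 94 (without its replicate 3) for F100 vs. Ctrl100. For the interaction they gave 1 (without replicate 1 of Ctrl at 100% FC) to 177 (without its replicate 3). For F40 vs. Ctrl40 the range was 1 (without replicate 2 of Ctrl at 40% FC) to 186 (without its replicate 1). For Pch40 vs. Ctrl40 it was 111 (without replicate 3 of Ctrl at 40% FC) to 422 (without its replicate 2). For Pmin40 vs. Ctrl40 it was 0 (without replicate 2 of Ctrl at 40% FC) to 300 (without its replicate 1), and for Sind40 vs. Ctrl40 2 to 133 without the same libraries. For Ctrl40 vs. Ctrl100 it was 2978 to 4075, for F40 vs. F100 4117 to 4454, and for the 3 inocula against their own 100% FC groups 3903 to 5122 (Pch), 2545 to 3820 (Pmin) and 3734 to 4877 (Sind). The slope of the drought response was 0.890 to 1.068, and the correlation of Pch40 with Sind40 0.485 to 0.75, with the highest value without replicate 2 of Ctrl at 40% FC.

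For the clusters of Fig. 5a, fry gave values of 0.0437 for the first cluster and 0.103 for the third in Pch40, where 3 and 4 of the 10 splits in the exact permutation gave a camera p as small, 0.094 for the first and 0.226 for the third in Sind40, and 0.106 and 0.119 in Pmin40, each against Ctrl40. Only the first of these was under 0.05, and none was after adjustment over the 6 set tests. Fits without one library, which leave 3 libraries against 2, gave camera p-values of 1.19e-11 to 0.00512 for the first cluster and 1.36e-06 to 0.0819 for the third cluster in Pch40. In the same order, they were 2.63e-13 to 0.0245 and 4.75e-10 to 0.307 in Sind40, and 8.4e-07 to 0.112 and 1.23e-05 to 0.0434 in Pmin40. The highest values in Pch40 and Sind40 came without replicate 1 of Ctrl at 40% FC, and those in Pmin40 without its replicate 2.

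The first principal component held 58.8% of the variance with genes centred and not scaled, 32.4% without a filter, 36.7% without a log scale, and 38.5 to 40.3% without one library. The exact permutation p of the distance between inoculated and non-inoculated roots at 100% FC was 0.0318 with genes not scaled, and 0.0303 (without replicate 2 of Sind at 100% FC) to 0.2909 (without replicate 1 of Ctrl at 100% FC) without one library. At 40% FC it was 0.0545 to 0.3091 without one library, and 0.0536 to 0.2857 for Pch and Sind together.

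The largest module depended on the settings, and it need not hold the same genes in each network. A change of sign below is thus not shown to be a reversal in the same genes. In the network of the genes with the highest variance, r reversed to 0.367 for Ctrl, 0.477 for Pch, 0.173 for Pmin and 0.410 for Sind over the 24 libraries, and to 0.396 for Pch and 0.174 for Sind among the 12 at 40% FC. Under that setting 2271 genes passed the thresholds for Pch, and 661 were shared with Sind. At a power of 8, r was -0.444 for Pch, -0.322 for Pmin and -0.448 for Sind over the 24 libraries, and 0.708 for Ctrl and 0.245 for Pmin among the 12. With a pseudocount of 1 it was -0.478 for Pch, -0.116 for Pmin and -0.469 for Sind, and 0.627 for Pmin among the 12. Rescaling by 1.0103 gave -0.477 for Pch, -0.107 for Pmin and -0.470 for Sind, and 0.626 for Pmin among the 12. FPKM recomputed from total fragments gave -0.422 for Pch, and 0.594 for Ctrl among the 12. Without one library, r over the rest of the 24 ranged from -0.362 to 0.380 for Ctrl, -0.534 to 0.537 for Pch, -0.444 to 0.285 for Pmin and -0.481 to 0.409 for Sind, and 13 of the 24 networks reversed each of these signs. Among the 12 libraries it ranged from -0.345 to 0.627 for Ctrl, -0.492 to 0.707 for Pch, -0.606 to 0.699 for Pmin and -0.489 to 0.131 for Sind. The genes that passed the thresholds numbered 767 to 1826 for Pch, 341 to 1310 for Sind and 108 to 801 shared. The lowest came without replicate 3 of Pch, replicate 3 of Sind and replicate 2 of Sind, and the highest for Sind and for the shared genes without replicate 2 of Ctrl, all at 40% FC.

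For genes that the paper names, 1920 values were computed under alternatives for 120 results. Of these, 1863 had the same direction and call or moved by less than the replicate error, 27 were weaker, 9 stronger, 11 moved and 10 reversed. Without replicate 1 of Ctrl at 40% FC, the log2 fold change against Ctrl40 reversed to 0.046 (SOS3), -0.025 (HAI1) and -0.093 (P5CS2) in Pch40, and to 0.341 (SOS3), -0.103 (HAI1) and -0.221 (RD26) in Sind40. Without replicate 2 of Sind at 40% FC it was 0.07 (SOS3) and -0.153 (RD26) in Sind40, and without its replicate 3 it was 0.098 (SOS3). ACS6 reversed to 0.026 in Ctrl40 vs. Ctrl100 without replicate 2 of Ctrl at 40% FC. Across all fits without one library, these results ranged from -1.254 to 0.046 (SOS3, Pch40), -1.109 to 0.341 (SOS3, Sind40), -0.025 to 1.107 (HAI1, Pch40), -0.103 to 1.156 (HAI1, Sind40), -0.221 to 1.39 (RD26, Sind40), -0.093 to 0.622 (P5CS2, Pch40) and -0.864 to 0.026 (ACS6, Ctrl40). Replicate 1 of Ctrl40 deviated in a shared direction with replicate 1 of Pch40 (r = 0.557 across genes) and of Sind40 (r = 0.65). Each fit left out one library only, so such a shared deviation stayed on the other side of the comparison. Depth left no gene of Fig. 5a at a count of 0, since each of the 59 had at least 5 fragments in every library.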

Differences from the paper's values

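All alternatives named in this part were set before the data were examined, unless stated otherwise.

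For F40 vs. F100, 4294 DEGs were found against the paper's 1099, and none of the 25 alternatives closed the gap. The paper does not state how it joined the fungi, and these alternatives all kept the mean of Pch, Pmin and Sind. DEGs shared by the 3 inocula in the same direction, each against its own 100% FC group, numbered 2028, also above the paper's value. For F100 vs. Ctrl100, 13 upregulated and 26 downregulated genes, a total of 39, were found against the paper's 150 and 523, a total of 673, and none of the 19 alternatives closed the gap. For F40 vs. Ctrl40, 42 upregulated genes were found against the paper's 401, and 23 downregulated against the paper's 291. Without a minimum fold change, the upregulated genes numbered 366, within the range of the paper's value, and the downregulated genes 84, which is not. The other alternatives did not close the gap. The directions of the paper's values follow its text. The colours of Fig. 2a give up and down the other way round for F100 vs. Ctrl100 and F40 vs. Ctrl40.

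The turquoise module of the paper was matched to the largest module here, as set in advance. For the largest module, r with Pch was -0.389 against the paper's 0.49, and r with Sind was -0.373 against the paper's 0.42. With Ctrl r was -0.185 against the paper's value of about 0.34 in Fig. 3, read by eye, and with Pmin -0.450 against the paper's value of about 0.19 in Fig. 3, read by eye. In the network of the 5000 genes with the highest variance, r was 0.477 with Pch, 0.410 with Sind, 0.367 with Ctrl and 0.173 with Pmin, all within the error of r around the paper's values. Of the 28 alternatives, 14 had values within this error, that network and 13 networks that each left out one library. Chosen after seeing the values, the module of 874 genes in the same network as the largest one, which was induced at 40% FC, had r = 0.475 with Pch, 0.373 with Sind, 0.356 with Ctrl and 0.236 with Pmin, also within this error. The error of r used for this comparison was chosen after the values had been seen.

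The paper's Supplementary Table S3 gives log2 fold changes against Ctrl100. For SPPA, 1.26 was found in Pch against the paper's 1.55 and 1.27 in Sind against the paper's 1.56. For AFP1, 4.08, 5.20 and 4.86 were found in Ctrl, Pch and Sind against the paper's 5.7, 6.75 and 6.59. For HAI1, 4.45, 5.01 and 4.93 were found against the paper's 5.72, 6.07 and 6.19. For HSFA2, 3.22, 3.81 and 3.86 were found against the paper's 4.73, 5.14 and 5.41. In Ctrl100 the mean FPKM was 1.32 for SPPA, 0.271 for AFP1, 0.462 for HAI1 and 0.35 for HSFA2. At such low values the added 0.5 lowers a log2 fold change. With a pseudocount of 0.1, and with the log2 of the ratio of the group mean FPKM, the values of these 4 genes fell within the error around the paper's. For some of them, single fits that left out one library also did. With the ratio of group means, 87 of the 90 values in the table came within 0.05 of the paper's. For ACS6 in Ctrl, -0.56 was found against the paper's -2.18, and none of the 13 alternatives closed the gap. The ratio of group means differed most from the paper for this gene, by 1.81.

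Some directions and rankings that the paper states were also different. The paper states that inoculated plants had fewer DEGs under drought than non-inoculated plants, whereas 4294 DEGs were found for 9 inoculated libraries against 9 and 3696 for 3 non-inoculated libraries against 3. At equal numbers of libraries, 4640 DEGs were found for Pch, 4429 for Sind and 3349 for Pmin, the last fewer than the 3696. DEGs shared by these 3 comparisons in the same direction numbered 2028, also fewer, but a shared set cannot exceed the smallest of its parts. The paper does not state how it joined the fungi, so its direction may rest on another definition. The paper describes the genes of the third cluster of Fig. 5a as higher in inoculated plants, whereas ACS6 had a log2 fold change of -1.27 in Pch40 vs. Ctrl40 and -1.29 in Sind40 vs. Ctrl40, and RAP2.10 had -0.61 and -0.54. The paper states that the expression levels of the genes of Fig. 5a differ between Pch and Sind, whereas 0 of the 59 genes had an adjusted p under 0.05 in Pch40 vs. Sind40 and 0 had an unadjusted p under 0.05, also with the replicate number as a block. The study chose these genes for their association with both Pch and Sind in the same libraries, which favours a small difference between them, so these counts do not exclude one.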

Other observations

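Random splits of the libraries and thinning were chosen before their outcome was known. The tests of axes between replicates, of all groupings of the libraries at 40% FC and of the genes other than ENSRNA were chosen after the results had been seen.

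Splits of the same libraries were counted, the real one included. For Ctrl40, Pch40, Pmin40 and Sind40 against Ctrl100, and for Pch, Pmin and Sind against their own 100% FC groups, 1 of 10 splits each gave as many DEGs as the real one. With 10 splits the share cannot fall under 0.1. For F40 vs. F100 and for F100 vs. Ctrl100, 1 of 100 splits gave as many, and for F40 vs. Ctrl40 5 of 100 did. Against Ctrl40, 2 of 10 splits gave as many DEGs for Pch40, 2 of 10 for Sind40 and 1 of 10 for Pmin40. For the DEGs shared by all 4 comparisons with Ctrl100, 2 of 100 labellings of the 15 libraries gave as many upregulated genes and 2 of 100 as many downregulated genes. For the first cluster of Fig. 5a, 3 of 10 splits gave a camera p as small in Pch40 vs. Ctrl40 and 3 of 10 in Sind40 vs. Ctrl40. For the third cluster, 4 of 10 did in Pch40 and 6 of 10 in Sind40.

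Pch40 had 257 DEGs against Ctrl40. With every library thinned to 15495388 fragments, 248 DEGs were found, which argues against library size as their cause. For F100 vs. Ctrl100, the same thinning lowered the count from 39 DEGs to 24, so library size is not argued against there. Another candidate explanation for the changes of Pch40 was an axis along which the replicates of a 40% FC group also differ. The difference between replicate 1 and replicates 2 and 3 of Sind40 correlated with the changes of Pch40 vs. Ctrl40 at r = 0.066 across genes. The highest absolute r of 12 such axes within the 100% FC groups was 0.238, so this axis is argued against for the changes of all genes combined. Of the 6 axes of Sind40 and Pmin40, replicate 3 of Pmin40 had the largest r in size, -0.254, and replicate 2 of Pmin40 had 0.212. Because -0.254 is close to 0.238, and the axes of Ctrl40 and Pch40 are part of the comparison itself, another axis between replicates of one 40% FC group cannot be told apart from an effect of Pch on the roots, and both remain open.

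ENSRNA transcripts, which are short non-coding RNAs by their identifier, made up 0.026 to 0.04% of the fragments in the libraries of Pch40 and 0.13 to 1.54% in the other 21. Of 222 ENSRNA genes tested, 16 were lower in all 3 libraries of Pch40 than in all other libraries, as were 148 other genes. Among the 130 downregulated DEGs of Pch40 vs. Ctrl40, 17 were ENSRNA genes. ENSRNA genes make up the share themselves, so the other 113 were tested. Over the other 21 libraries, 11 of the 113 followed the ENSRNA share with an r above 0.7, while 38 of the 20264 tested genes other than ENSRNA did. The median r of the 113 genes was -0.055, and 0.157 with group means removed. A lower share of ENSRNA transcripts, which could arise in library preparation, cannot be told apart from an effect of Pch for the downregulated genes, because all 3 libraries of the group share it, and a low r in other libraries does not exclude it for single genes.

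Pch and Sind at 40% FC shared 388 genes that pass the network thresholds for both, more than any other pair of 40% FC groups, and 108 in the network without replicate 2 of Sind at 40% FC, in which the other pairs were not counted. Drought alone was tested as the reason. With all 15400 groupings of the 12 libraries at 40% FC into 4 groups of 3, the real one included, 2116 had a pair of groups that shared as many genes, a share of 0.137. Drought alone with a spread between libraries thus remains open, as do a shared effect of both inocula and a shared place on an axis between replicates.

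Between Pmin40 and Ctrl40, 2 genes were DEGs, both downregulated. They were Solyc10g075150.2, listed at 0 in all libraries of Pmin40, and Solyc06g035920.3, with a log2 fold change of -1.20 (standard error 0.18, adjusted p = 0.039, limma with Benjamini-Hochberg adjustment).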
